# Transcriptomic and metabolomic analysis unveils a negative effect of glutathione metabolism on laccase activity in *Cerrena unicolor* 87613

**DOI:** 10.1128/spectrum.03405-23

**Published:** 2024-01-17

**Authors:** Long-Bin Zhang, Ting-Ting Qiu, Xiu-Gen Qiu, Wu-Wei-Jie Yang, Xiu-Yun Ye, Chun Meng

**Keywords:** *Cerrena unicolor*, laccase activity, glutathione metabolism, transcriptome, metabolome

## Abstract

The white rot fungus *Cerrena unicolor* 87613 has been previously shown to be a promising resource in laccase production, an enzyme with significant biotechnological applications. Conventional methods face technical challenges in improving laccase activity. Attempts are still being made to develop novel approaches for further enhancing laccase activity. This study aimed to understand the regulation of laccase activity in *C. unicolor* 87613 for a better exploration of the novel approach. Transcriptomic and metabolomic analyses were performed to identify key genes and metabolites involved in extracellular laccase activity. The findings indicated a strong correlation between the glutathione metabolism pathway and laccase activity. Subsequently, experimental verifications were conducted by manipulating the pathway using chemical approaches. The additive reduced glutathione (GSH) dose-dependently repressed laccase activity, while the GSH inhibitors (APR-246) and reactive oxygen species (ROS) inducer (H_2_O_2_) enhanced laccase activity. Changes in GSH levels could determine the intracellular redox homeostasis in interaction with ROS and partially affect the expression level of laccase genes in *C. unicolor* 87613 in turn. In addition, GSH synthetase was found to mediate GSH abundance in a feedback loop. This study suggests that laccase activity is negatively influenced by GSH metabolism and provides a theoretical basis for a novel strategy to enhance laccase activity by reprogramming glutathione metabolism at a specific cultivation stage.

**IMPORTANCE:**

The production of laccase activity is limited by various conventional approaches, such as heterologous expression, strain screening, and optimization of incubation conditions. There is an urgent need for a new strategy to meet industrial requirements more effectively. In this study, we conducted a comprehensive analysis of the transcriptome and metabolome of *Cerrena unicolor* 87613. For the first time, we discovered a negative role played by reduced glutathione (GSH) and its metabolic pathway in influencing extracellular laccase activity. Furthermore, we identified a feedback loop involving GSH, GSH synthetase gene, and GSH synthetase within this metabolic pathway. These deductions were confirmed through experimental investigations. These findings not only advanced our understanding of laccase activity regulation in its natural producer but also provide a theoretical foundation for a strategy to enhance laccase activity by reprogramming glutathione metabolism at a specific cultivation stage.

## INTRODUCTION

Laccase (EC1.10.3.2) is a blue multicopper-containing phenol oxidase that can oxidize a variety of substrates using oxygen as an electron acceptor (1). In the last decades, laccase has gained considerable attention as a green biocatalyst for industrial biotechnology applications (2, 3). For example, laccase was used to stabilize the color or flavor of wines through the elimination of specific phenols and polyphenols (4, 5). Laccase also has the potential for pollutant degradation (6), such as dyes (7) and pharmaceuticals (8). In the biofuel production process, laccase-mediated delignification improved the utilization efficiency of lignocellulosic biomass (9, 10). Additionally, this blue-cooper enzyme could function as a therapeutic agent with antibacterial and/or antioxidant properties as well (11, 12). Although laccase offers a wide range of biotechnology applications, the production of its activity is insufficient to meet demand. Engineering strategies are urgently needed to further enhance its acquisition.

Heterologous expression of laccase has been used to improve its acquisition. However, the laccase production achieved through heterologous expression is generally lower compared to that of native sources. For instance, the activity of hetero-expressed *Cerrena* sp. laccase showed 20–50 times lower than those of native sources (around 121.7–333.2 U/mL) (13–15). A similar phenomenon was also observed in the hetero-expression of *Trametes versicolor* laccase (16–18). These are due to the fact that laccase is a glycoprotein and the correct pattern of its glycosylation is not maintained in a non-native expression system (2). As a result, laccases produced by non-native sources might be sensitive to the host’s proteases and thus be easily degraded, leading to low activity (19, 20). Therefore, the hetero-expressing strategy is not as efficient as we expect to fulfill the industrial requirements of laccase. Alternative methods to improve the acquisition of laccase activity were considered, including screening for high-laccase-producing sources and optimizing cultivation conditions. Laccase could be produced by fungi, bacteria, plants, and even insects (21). Fungi, especially white rot fungi, show a predominant role in laccase production (22). Among those, *Cerrena unicolor* has been targeted and intensively studied as a promising source of fungal laccase (8). Thereafter, optimization of incubation conditions, such as carbon/nitrogen source, initial pH, incubation temperature, shaking speed, and metal ion concentration, was further conducted to enhance the laccase activity (14, 23). Different cultivation methods, including solid/liquid-state cultivation and co-cultivation of *C. unicolor* with other fungal species, have also been explored (22, 24). Additionally, supplementing xenobiotics like wheat bran or other lignocellulosic substrates can increase laccase activity (18, 25). However, these strategies have upper limitations in the production of laccase activity and take additional costs as well. Hence, current efforts are focused on exploring new strategies to reduce costs and further break the upper limitations of laccase activity produced by native sources.

Metabolic reprogramming is widely used in the treatment of cancer and other diseases (26) but rarely applied in the improvement of enzyme production in microorganisms. Recently, studies have shown promising effects of metabolic reprogramming in reversing antibiotic resistance of bacteria (27–29). These reports inspired us to explore the use of metabolic reprogramming to boost the productivity of laccase from its native sources. However, a basic concept of the metabolic pathway controlling laccase activity for precise metabolic reprogramming is missing. In this study, we examined a strain *C. unicolor* 87613, which exhibited a higher laccase (415 U/mL) compared to other *Cerrena* strains (30). The high baseline level of laccase production of this particular strain provided an advantageous foundation for our investigation. Subsequently, this study presents evidence of the negative impact of the glutathione metabolism pathway on the regulation of laccase activity, based on the analysis of transcriptome and metabolome. To the best of our knowledge, it is the first time to unveil the metabolite-regulatory mechanism of laccase activity in *C. unicolor* or other Basidiomycetes. The primary objective of this study is to gain metabolic insights into the regulation of laccase activity and establish a theoretical foundation for the development of engineered fungi capable of producing laccase more efficiently.

## RESULTS AND DISCUSSION

### Selection of different laccase-production periods for omics sequencing

Due to the significant demand for laccase in various industrial biotechnology applications (2), there is a need to improve its current production. In our previous study, a white rot fungus *C. unicolor* 87613 was reported with a high production level of extracellular laccase (laccase, 415 U/mL) (30). This is considerably higher than other *Cerrena* strains, which have laccase activities ranging from 121.7 to 333.2 U/mL in shake-flask experiments (8, 14, 15). Therefore, *C. unicolor* 87613 shows promise as a source for laccase production.

To gain a better understanding of the regulatory mechanism of laccase production in *C. unicolor* 87613, we employed RNA sequencing and LC-MS/MS technology to analyze the intracellular transcriptome and metabolome profiles. Notably, our observation of the laccase-producing pattern during 12-day cultivation revealed that laccase activity began to increase on cultivation day 2 (Cd-2), reached the peak of laccase activity at Cd-6, and then declined to a low of 307 U/mL by Cd-10 (Fig. S1). Interestingly, the laccase activity increased again from Cd-10 to Cd-12, possibly due to a concentration effect resulting from the reduction of cultivation broth volume as the mycelia grew. Consequently, we selected replicated cultures from Cd-6 (the period of high laccase activity) and Cd-10 (the period of low laccase activity) for transcriptomic and metabolomic investigations.

### Targeting glutathione metabolism pathway by combination analysis of two omics

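*C. unicolor* is a white rot fungus that secretes laccase, a copper-containing oxidase, and its mycelia were grown in shaken liquid culture at 30°C and 200 rpm. RNA was sequenced from 3 replicate glucose cultures at Cd-6 and 3 at Cd-10, and these 6 libraries enter the comparison of the 2 periods. The deposited table also holds 3 fructose cultures at each of the same days, which stay out of this comparison. According to the paper, clean reads were mapped to the genome of the strain with Hisat2 2.0.5, counted with featureCounts 1.5.0-p3 and expressed as FPKM, a measure corrected for gene length and sequencing depth. The deposited values are not FPKM. They are read counts per gene that the authors divided by 1 size factor per library, calculated separately within the 6 glucose and the 6 fructose libraries, with no correction for gene length. In 9 of the 12 libraries, 100% of the values were whole multiples of the value of 1 read within a tolerance of 0.01, so that the reads could be recovered. Glucose Cd-10 replicate 1 and fructose Cd-10 replicates 1 and 2 were used as normalized values only, because the value of 1 read in them lies near 1 and was not accepted by the test of whole reads. The normalized values summed to 9002213 to 11386028 per library at Cd-6 (median 10637846) and to 11654297 to 11983389 at Cd-10 (median 11898875) in the glucose cultures. The 5 glucose libraries with recovered reads held 10315866 to 12126094 assigned read pairs. For the comparisons, the values were rescaled by median-ratio size factors and converted to log2(value + 1). Genes with a value of at least 10 in at least 3 libraries were tested with limma, with a variance trend over expression level and Benjamini-Hochberg adjustment over all genes tested. The scale understates the change of weakly expressed genes, and the scaling between libraries sets how many genes appear higher or lower. The paper's text does not name the test behind its *P*-values.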

RNA sequencing was first performed to unveil the altered transcription profile at Cd-6 versus Cd-10. As presented in Table S1, the values of Q20 (>97%), Q30 (>93%), and the percentage of mapped reads to total reads (around 95%) validated the reliability of these transcriptomic data. 

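The transcription profiles of the 2 cultivation periods lay apart along the main axis of variation. In a principal component analysis of 10388 genes in all 12 libraries, the axis that held 43.0% of the variance placed the glucose Cd-6 cultures between -37.6 and -22.2 and the glucose Cd-10 cultures between 37.2 and 45.0. Among the Cd-6 cultures, replicate 2 stood apart on the next axis, which held 18.2% of the variance, at 62.6 against 13.3 and 32.1 for replicates 1 and 3. Pearson's r between replicates, computed across genes that are not independent of each other, was 0.952 to 0.975 at Cd-6 and 0.967 to 0.987 at Cd-10. Pairs of replicates with recovered reads differed by more than the sampling noise of their reads, with a chi-square per gene of at least 47.8, so that none of these libraries is a copy of another, which was not tested for Cd-10 replicate 1. The 20 most abundant genes took 8.0% to 10.6% of the summed values at Cd-6 and 8.6% to 9.3% at Cd-10. Counted as pairs, the recovered reads came to 86.1% to 88.3% of the unique mapped reads of Table S1 in the 5 glucose libraries that could be compared.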

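Most genes in the deposited table were transcribed in the cultures of both periods. The deposited table lists 11281 genes, and each of them had a value above 0 in at least 1 glucose library, while 10719 genes had one in all 6. Single cultures showed 11019 to 11102 genes above 0 at Cd-6 and 11044 to 11068 at Cd-10, so that the number of transcribed genes did not separate the periods. Of the listed genes, 9217 carry an ID that begins with A and 2064 an ID of another form. The filter on low values left 10201 genes for the test between Cd-6 and Cd-10.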

A total of 11,271 transcripts were detected (Fig. 1A), which is close to those in *C. unicolor* FCL139 with 12,966 predicted genes (31). 

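Between the 2 periods, 719 genes had an absolute log2 fold change of at least 1 and an unadjusted P below 0.001 from limma (3 cultures per period). They included 7 of the 9 genes listed in Table S3 under the citrate cycle, 12 of the 13 under pyruvate metabolism, 10 of the 13 under the yeast cell cycle, 6 of the 10 under glutathione metabolism and 5 of the 14 under starch and sucrose metabolism, all chosen by the study on these cultures. Taken singly, the fold limit was passed by 1757 genes and the P limit by 850. At a Benjamini-Hochberg adjusted p below 0.05 from the same test and with no limit on the fold, 2461 genes changed. The count of 719 fell to 411 without Cd-6 replicate 3, to 383 without Cd-10 replicate 1 and to 406 without Cd-10 replicate 2, and the count of 2461 to 1195, 983 and 1008. The quasi-likelihood test of edgeR was the test first planned, but the fits on recovered reads were added after the values had been seen. In edgeR on the 5 glucose libraries with recovered reads, which leave out Cd-10 replicate 1, 387 genes passed both limits and 973 had an adjusted p below 0.05. These counts lie near the 383 and 983 of limma without that culture. DESeq2 on the same reads gave 974 and 1962, and limma with all 12 libraries in one fit 1040 and 3222.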

Among those, 1,241 genes were identified as differentially expressed genes (DEGs) according to their values of |log_2_ (Cd-6/Cd-10 ratio)| ≥ 1 and of *P*-value < 0.001 (Fig. 1A). 

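Of the genes past both limits, 285 were higher and 434 were lower at Cd-6, so that 39.6% of them were up-regulated. Of the 11 glutathione metabolism genes of Table S4, which serve the synthesis and use of this antioxidant tripeptide, 6 passed both limits, all of them higher at Cd-6. The counts were 156 and 255 without Cd-6 replicate 3, 138 and 245 without Cd-10 replicate 1, and 140 and 266 without Cd-10 replicate 2. The direction of the split depended on the scaling between libraries. With values scaled to the same sum per library and no further normalization, 452 genes were higher and 326 were lower, 58.1% of them up-regulated, and the median log2 fold change of all tested genes moved from 0.00 to 0.20. All 11 genes of Table S4 passed an adjusted p below 0.05 from limma under that scaling too, with log2 fold changes of at least 1.25. At an adjusted p below 0.05 from limma, 1148 genes were higher and 1313 were lower under the median-ratio scaling, against 1582 and 889 under library size alone.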

Seven hundred and ten up-regulated genes and 531 down-regulated genes were recognized at Cd-6 versus those at Cd-10 (Fig. 1B). 

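The transcript that rose most at Cd-6 belonged to A00261, with a normalized count of 4205 ± 1045 (SD, n = 3) at Cd-6 and 78.4 ± 9.47 (SD, n = 3) at Cd-10. Its log2 fold change was 5.70 (standard error 0.21, adjusted p = 5.3e-05 from limma). A07756 followed with a log2 fold change of 4.62 (standard error 0.37, adjusted p = 6.3e-04 from limma), at 19730 ± 8802 (SD, n = 3) against 777 ± 244 (SD, n = 3). The largest decrease was that of A09891, from 18671 ± 14004 (SD, n = 3) at Cd-10 to 66.1 ± 60.2 (SD, n = 3) at Cd-6, a log2 fold change of -8.09 (standard error 0.78, adjusted p = 0.0011 from limma). A07185, which Table S3 lists under carbon metabolism, had a log2 fold change of -7.28 (standard error 0.61, adjusted p = 7.1e-04 from limma), at 283 ± 285 (SD, n = 3) at Cd-6 against 31841 ± 5462 (SD, n = 3) at Cd-10. The files and the supplementary tables pair none of these IDs with a product, so that they could not be matched to named enzymes.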

Among those, the top three up-regulated DEGs included short-chain dehydrogenase, *CuLac15*, and oxidoreductase, while the most down-regulated DEGs were alcohol oxidase, cellulase, and cytochrome. All the DEGs were then categorized into Biological Process (BP), Cellular Component (CC), and Molecular Function (MF) based on the Gene Ontology (GO) database (Fig. 1C; Table S2). The enriched BP and MF terms were related to metabolic processes and/or enzymatic activities. All of these GO terms were considered to be repressed as the counts of their down-regulated DEGs exceeded the counts of their up-regulated DEGs. Based on the quantity difference between up-regulated and down-regulated DEGs in each term, we found that the “carbohydrate metabolic process” in BP terms was mostly repressed, followed by “hydrolase activity” in MF terms (Table S2). In addition, 10 Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were enriched by the DEGs (Table S3). Six of them were transcriptionally repressed during the Cd-6 period, while others were facilitated. 

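Most genes listed under central carbon metabolism fell at Cd-6, and most genes listed under glutathione metabolism and cell division rose. None of the 10 lists kept its call in limma's camera with an estimated correlation between genes in place of a preset one (adjusted p = 0.094 to 0.15 with an estimated correlation). All 10 passed in fry with direction, another list test of limma (adjusted p = 4.8e-04 to 0.014 from fry), on lists the study chose on these cultures. All 9 genes listed under the citrate cycle, which oxidizes acetyl units for energy, fell (median log2 fold change -1.65, adjusted p = 6.1e-08 from camera with the preset correlation, adjusted p = 0.096 with an estimated correlation). Of the genes under carbon metabolism, 23 fell and 6 rose (median -1.65, adjusted p = 1.3e-07 from camera, adjusted p = 0.094 with an estimated correlation), and of those under pyruvate metabolism 11 fell and 2 rose (median -2.87, adjusted p = 1.4e-06 from camera, adjusted p = 0.096 with an estimated correlation). Under glyoxylate and dicarboxylate metabolism, 9 genes fell and 1 rose (median -1.55, adjusted p = 3.3e-06 from camera, adjusted p = 0.094 with an estimated correlation). Starch and sucrose metabolism had 10 genes that fell, 2 that rose and 2 that did not pass the test (median -1.33, adjusted p = 2.1e-04 from camera, adjusted p = 0.15 with an estimated correlation). Among the 50 genes under biosynthesis of secondary metabolites, 35 fell and 15 rose (median -1.30, adjusted p = 2.9e-05 from camera, adjusted p = 0.13 with an estimated correlation). In the opposite direction, all 10 genes under glutathione metabolism rose (median 1.45, adjusted p = 2.0e-07 from camera, adjusted p = 0.096 with an estimated correlation). The yeast cell cycle list had 11 genes that rose and 2 that fell (median 1.19, adjusted p = 1.1e-04 from camera, adjusted p = 0.13 with an estimated correlation), and the meiosis list, which shares 8 genes with it, had 8 that rose and 1 that fell (median 1.19, adjusted p = 2.0e-04 from camera, adjusted p = 0.096 with an estimated correlation). Biosynthesis of amino acids had 8 genes that rose and 4 that fell (median 1.30, adjusted p = 0.021 from camera, adjusted p = 0.15 with an estimated correlation), and lost its call under library-size scaling (adjusted p = 0.074 from camera, with 1.2e-05 to 0.15 over all alternatives).

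The largest falls among list members were those of A07185 under carbon metabolism, and of A03460 (log2 fold change -5.24) and A00421 (-4.95) under pyruvate metabolism. The largest rises were those of A08064 (2.78) and A07571 (2.47) under biosynthesis of amino acids. The lists hold 92 distinct genes, so that several counts rest on the same genes, and the study chose them as DEGs of these cultures, so that their directions are not independent evidence. Adjusted over the list alone, the counts stayed the same except for starch and sucrose metabolism, with 12 genes that fell, which is not independent evidence either. The paper reads a GO term as repressed where its down-regulated DEGs outnumber its up-regulated DEGs, and states for the pathways that 6 were repressed at Cd-6 and the others facilitated.

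**Figure D1:**
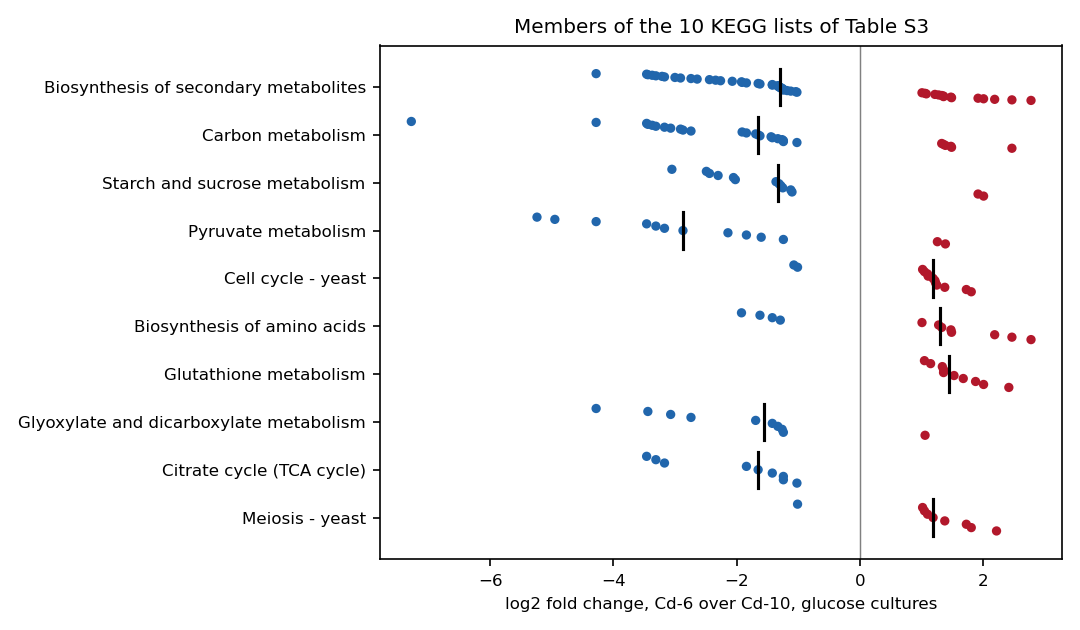
Log2 fold change at Cd-6 over Cd-10 in the glucose cultures (horizontal axis) of each gene in the 10 KEGG lists of Table S3 (rows). Each point is a gene, red where it was higher and blue where it was lower at Cd-6, and the vertical bar is the median of the list. The points of the citrate cycle list all lie below 0 and those of the glutathione metabolism list all lie above 0.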

Notably, both GO and KEGG analyses primarily focused on metabolic processes. These findings suggest that metabolism plays a regulatory role in fungal phenotypes. For example, the other transcriptome study of *C. unicolor* FC139 demonstrated that metabolism was a primary response to different light conditions (31).

**Fig 1:**
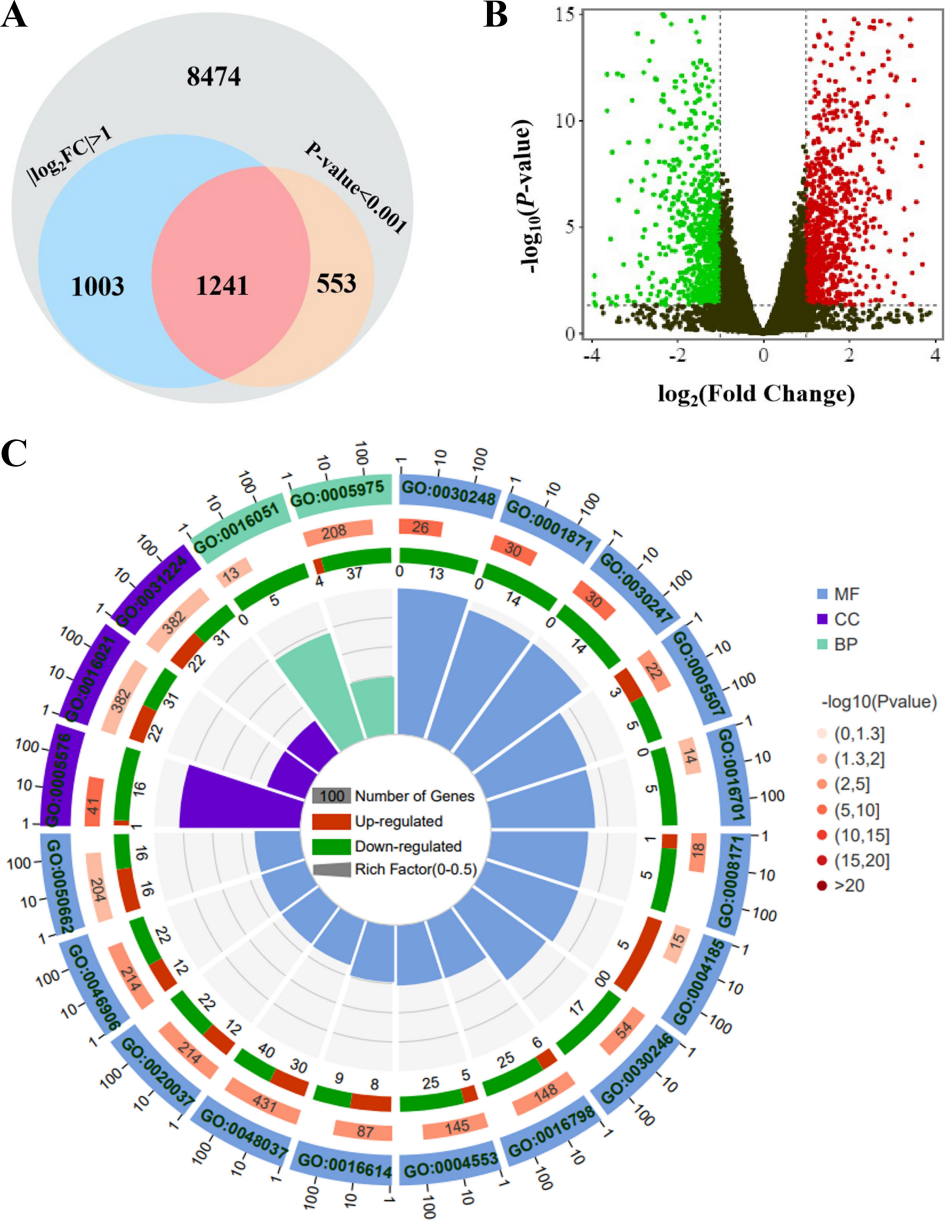
Changes of transcriptomic profiles in *C. unicolor* 87613 at cultivation day 6 (Cd-6) versus those at cultivation day 10 (Cd-10). (**A**) 1,241 DEGs were identified from 11,271 predicted genes. (**B**) The volcano map of the transcription profile of all predicted genes at Cd-6 compared to that at Cd-10. The red dots indicate genes with values of log_2_ (Cd-6/Cd-10 ratio) ≥ 1 and of *P*-value < 0.001, while the green dots present genes with values of log_2_ (Cd-6/Cd-10 ratio) ≤ −1 and of *P*-value < 0.001. (**C**) The circle map of GO function enriched by DEGs. The outer circle represented the GO clusters enriched by DEGs, in which MF, CC, and BP clusters were marked in blue, purple, and green, respectively; the secondary outer circle layer indicated the number of total sequencing genes enriched in each subcategory, and the more genes were enriched, the longer the strip presented, in addition, the strip color represented −log_10_(*P*-value), the darker the color was, the higher the significance was; the secondary inner circle layer exhibited the number of up-regulated (red) or down-regulated (green) DEGs enriched in each subcategory, respectively; the inner circle represented the RichFactor of each subcategory, which referred to the proportion of enriched DEGs in all sequencing genes, and every cell represented for 0.1 value of RichFactor.

The transcriptomic analysis motivated us to further investigate the changes in metabolome between two different cultivation periods. Thereafter, we carried out LC-MS/MS analysis on six replicates from each Cd-6 and Cd-10 period. As a result, we identified 1,345 metabolites, among which 63 metabolites were defined as differentially abundant metabolites (DAMs) based on their values of |log_2_ (Cd-6/Cd-10 ratio)| ≥ 1 and of *P*-value < 0.05. Of these DAMs, 14 were increased and 49 were decreased at the Cd-6 period compared to the Cd-10 period (Fig. 2A). These DAMs fell into different categories, including carbohydrates (12), amino acids (13), lipids (3), nucleotides (4), and others (31) (Fig. 2B). Notably, some important bioactive substances like reduced glutathione (GSH), phenolic compounds, and terpenoids (32, 33) were found among these DAMs. Most of them showed lower abundance at the Cd-6 period compared to the Cd-10 period (Fig. 2C). We also used MetaboAnalyst 5.0 software (34) to enrich the metabolic pathways. As a result, the top 10 significantly enriched pathways were mainly involved in amino acid metabolism, glutathione metabolism, fatty acid metabolism, and saccharide metabolism (Fig. S2A). Importantly, these pathways were globally attenuated at the Cd-6 period due to the decreased abundance levels of their components (Fig. S2B). These findings suggest that the reduction of laccase production from Cd-6 to Cd-10 period in *C. unicolor* 87613 might be attributed to the increased abundance of these pathways.

**Fig 2:**
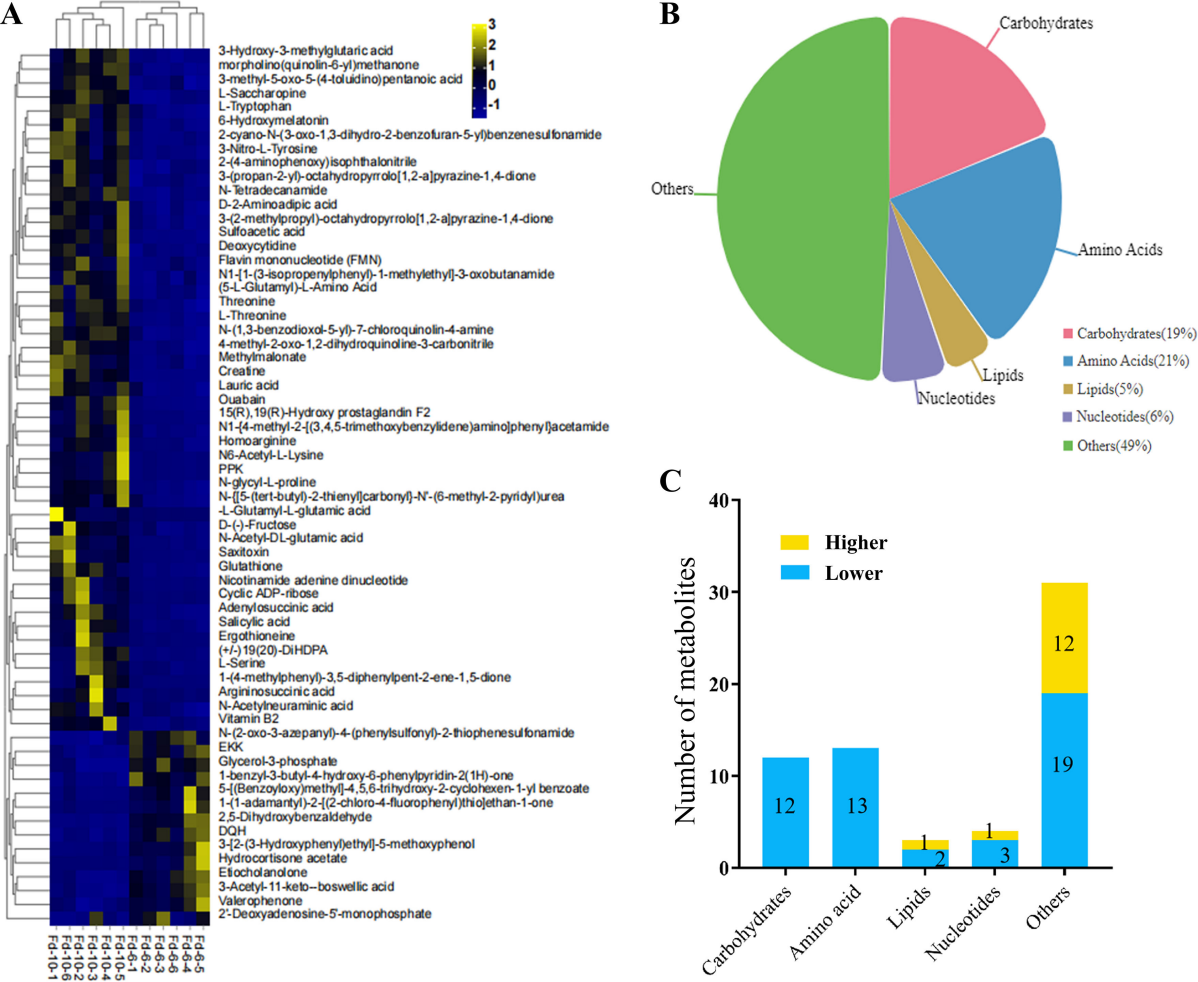
Changes of metabolomic profiles in *C. unicolor* 87613 at Cd-6 versus those at Cd-10. (**A**) The heatmap of the metabolomic profile of all DAMs at Cd-6 compared to that at Cd-10. (**B**) Categories of metabolites exhibiting differential abundances. (**C**) Number of metabolites with differential abundances.

To further focus on the key metabolic pathway associated with laccase activity, we performed a combination analysis of the two omics. The analysis revealed three co-enriched pathways, namely “Starch and sucrose metabolism,” “Glutathione metabolism,” and “Citrate cycle” (Fig. 3A). 

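All 9 genes under the citrate cycle and 10 of the 14 under starch and sucrose metabolism fell at Cd-6, where 2 of the latter rose, and all 10 under glutathione metabolism rose, on lists the study chose on these cultures. None of the 3 lists kept its call with an estimated correlation (adjusted p = 0.096, 0.15 and 0.096 with an estimated correlation). In the citrate cycle list, A07715 fell most, from 1228 ± 57.5 (SD, n = 3) at Cd-10 to 114 ± 31.3 (SD, n = 3) at Cd-6, a log2 fold change of -3.46 (standard error 0.22, adjusted p = 3.0e-04 from limma). A01247 had a log2 fold change of -3.31 (adjusted p = 5.3e-04 from limma), and the smallest change of the list was -1.02. Both genes are also counted under pyruvate metabolism. In the starch and sucrose metabolism list, A07489 had the largest decrease, with a log2 fold change of -3.05 (standard error 0.67, adjusted p = 0.017 from limma), but its Cd-10 cultures spread widely, at 790 ± 759 (SD, n = 3) against 66.5 ± 12 (SD, n = 3) at Cd-6. Its adjusted p was 0.057 without Cd-6 replicate 3 and 0.058 without Cd-10 replicate 1, with 5.2e-06 to 0.058 over all alternatives. A09661 and A06836 rose in this list, by log2 fold changes of 2.01 and 1.92. The log2 fold changes of A06736, -2.49 (adjusted p = 0.073 from limma), and A05970, -2.02 (adjusted p = 0.052 from limma), did not pass the test. For A06736, the adjusted p was 0.04 without Cd-10 replicate 2, 0.02 with all 12 libraries in one fit and 7.2e-04 in DESeq2 on the recovered reads, with 7.2e-04 to 0.16 over all alternatives. Cd-6 replicate 2, the library apart from the others on the second axis of variation, was the Cd-6 culture nearest to the Cd-10 mean in 7 of the 10 genes under glutathione metabolism, 7 of the 14 under starch and sucrose metabolism and 1 of the 9 under the citrate cycle. The share over all genes was not counted. On the main axis this culture was also the nearest to Cd-10, at -22.2 against -37.6 and -30.8. The counts are thus not shown to be particular to these lists.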

We then used O2PLS software to estimate the correlation between the two omics data. Consequently, the analysis identified several potential factors (marked in red), among which the glutathione showed a significantly lower abundance at the Cd-6 period compared to the Cd-10 period (Fig. 3B and C). These results indicate that glutathione and its metabolic process might negatively regulate laccase production in *C. unicolor* 87613. As far as we know, none of study have reported this regulatory mechanism of laccase production.

**Fig 3:**
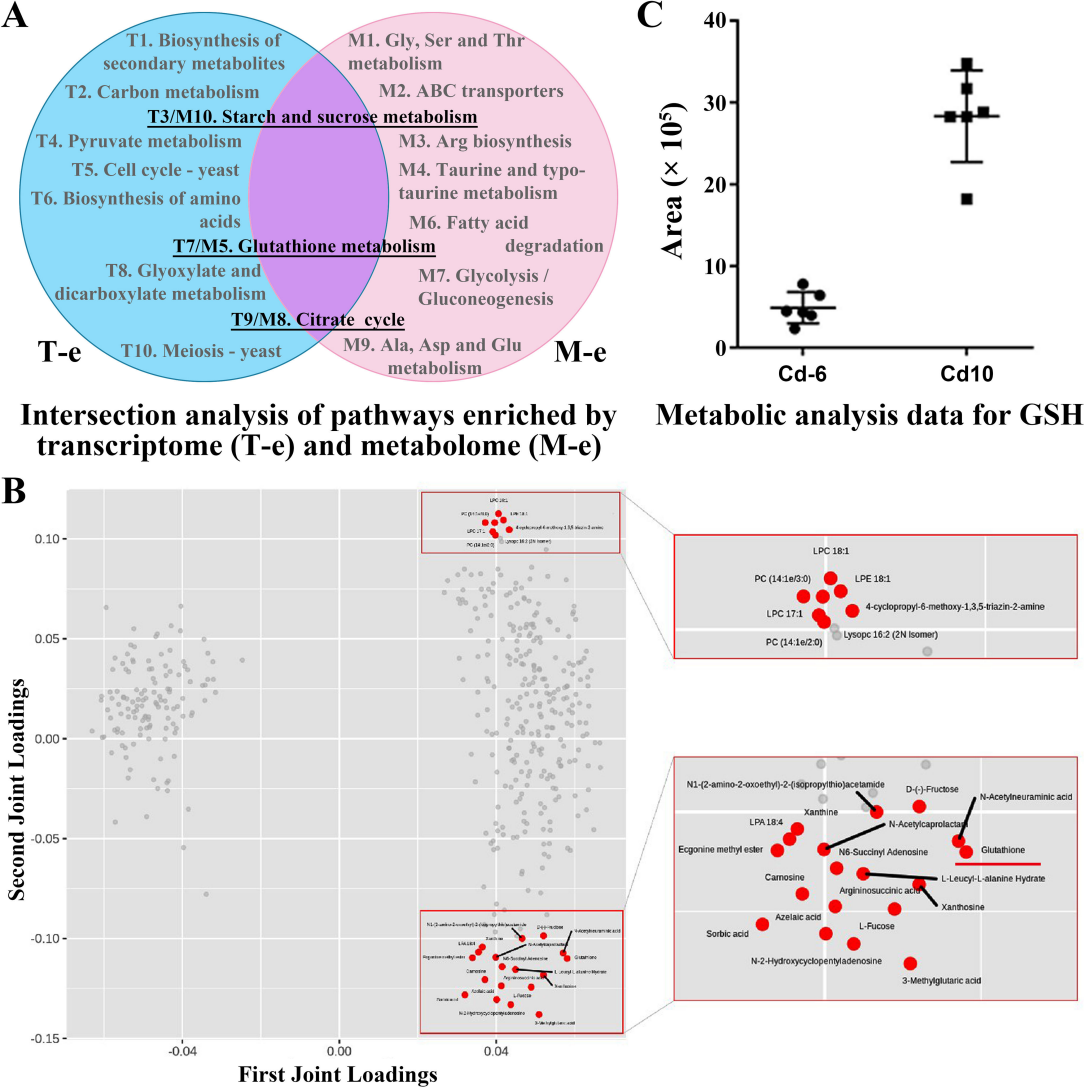
The glutathione metabolism was targeted by the combination analysis of transcriptomic and metabolomic data. (**A**) Three pathways of starch and sucrose metabolism, glutathione metabolism, and citrate cycle co-enriched by pathway analysis of dual omics data. (**B**) Glutathione targeted from 25 DAMs with the strongest correlation with transcriptome data, using dual omics correlation analysis by O2PLS. (**C**) The abundances of reduced glutathione at Cd-6 and Cd-10, respectively.

### Variations of glutathione metabolism and related intracellular environment between Cd-6 and Cd-10 period

To support our deduction, we initially examined the intracellular changes during periods of high (Cd-6) and low (Cd-10) laccase activity. Based on KEGG analysis and previous reports (35, 36), we illustrated the glutathione metabolism pathway and identified the DEGs and DAMs within this pathway (Fig. 4A). Eleven genes involved in glutathione metabolism were found to be up-regulated at the Cd-6 period compared to the Cd-10 period (Fig. 4A; Table S4). 

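All 11 genes were higher at Cd-6 than at Cd-10, and the cultures of the periods did not overlap in any of them, which chance gives, in either direction, for 10% of genes with 3 cultures against 3. The 5 glutathione S-transferases, which attach glutathione to reactive compounds, rose by log2 fold changes from 1.36 to 2.42. The most abundant of them, A04379, had a normalized count of 38244 ± 15708 (SD, n = 3) at Cd-6 and 6719 ± 1295 (SD, n = 3) at Cd-10, a log2 fold change of 2.42 (standard error 0.37, adjusted p = 0.0053 from limma). A07600, listed as a trypanothione reductase, stood at 2278 ± 718 (SD, n = 3) against 582 ± 280 (SD, n = 3), a log2 fold change of 2.01 (standard error 0.36, adjusted p = 0.0091 from limma). Glutathione synthetase, A09094, which joins glycine to γ-glutamylcysteine to form glutathione, rose from 229 ± 55.5 (SD, n = 3) at Cd-10 to 570 ± 49 (SD, n = 3) at Cd-6, a log2 fold change of 1.34 (standard error 0.21, adjusted p = 0.0063 from limma). The gene listed as γ-glutamylcysteine, A03741, had a log2 fold change of 1.15 (adjusted p = 0.022 from limma) and glucose-6-phosphate dehydrogenase, a source of NADPH, a log2 fold change of 1.36 (adjusted p = 0.0054 from limma). The aminopeptidase A04614 changed least, by 1.05 (adjusted p = 0.012 from limma), and the other gene listed as a trypanothione reductase, A00119, by 1.16 (adjusted p = 0.035 from limma). The 11 genes were chosen by the study on these cultures, so that their common direction is not independent evidence. In 7 of the 11 genes, Cd-6 replicate 2 was the Cd-6 culture nearest to the Cd-10 mean, a share that was not compared with that over all genes.

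The fold changes stayed positive when any 1 of the 6 cultures was left out, but between 7 and 10 of the 11 genes then passed an adjusted p below 0.05 in limma. A00119 did not pass without Cd-6 replicate 2 (adjusted p = 0.08), Cd-6 replicate 3 (0.11), Cd-10 replicate 1 (0.11) or Cd-10 replicate 2 (0.12), nor on the recovered reads in edgeR (0.13) or DESeq2 (0.084). A04373 did not pass without Cd-6 replicate 1 (0.052), Cd-6 replicate 3 (0.087), Cd-10 replicate 2 (0.077) or Cd-10 replicate 3 (0.071), A03741 without Cd-6 replicate 3 (0.074), Cd-10 replicate 2 (0.073) or Cd-10 replicate 3 (0.059), and A01960 without Cd-10 replicate 1 (0.061) or Cd-10 replicate 2 (0.064), nor in edgeR (0.063). Over all alternatives, the adjusted p ranged from 0.0055 to 0.13 for A00119, from 6.4e-04 to 0.087 for A04373, from 0.002 to 0.074 for A03741 and from 0.0018 to 0.064 for A01960.

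**Figure D2:**
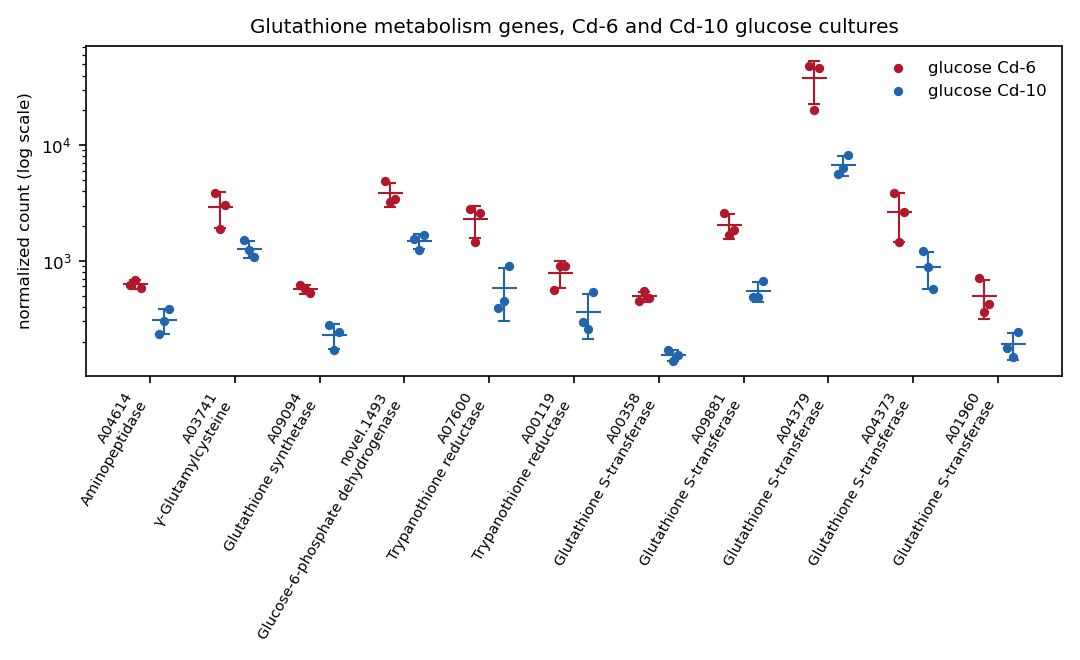
Normalized counts (vertical log axis) of the 11 genes of Table S4 in the 3 Cd-6 (red) and 3 Cd-10 (blue) glucose cultures. Points are cultures, wide ticks are means and bars span 1 SD on either side. In every gene the red points lie above the blue ones, with the highest values in A04379.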

Interestingly, despite the transcriptional activation of glutathione metabolic enzymes, the levels of both GSH and glutamate were decreased (Fig. 4A). Particularly, GSH is a tripeptide that plays a role in various cellular processes (37). Early studies have suggested a feedback effect of GSH on its own synthesis by inhibiting glutamate cysteine ligase and γ-glutamylcysteine synthetase (35, 38, 39). This negative correlation between GSH and its synthesis process might explain the opposite changes observed in GSH abundance compared to the transcription levels of related enzymes.

**Fig 4:**
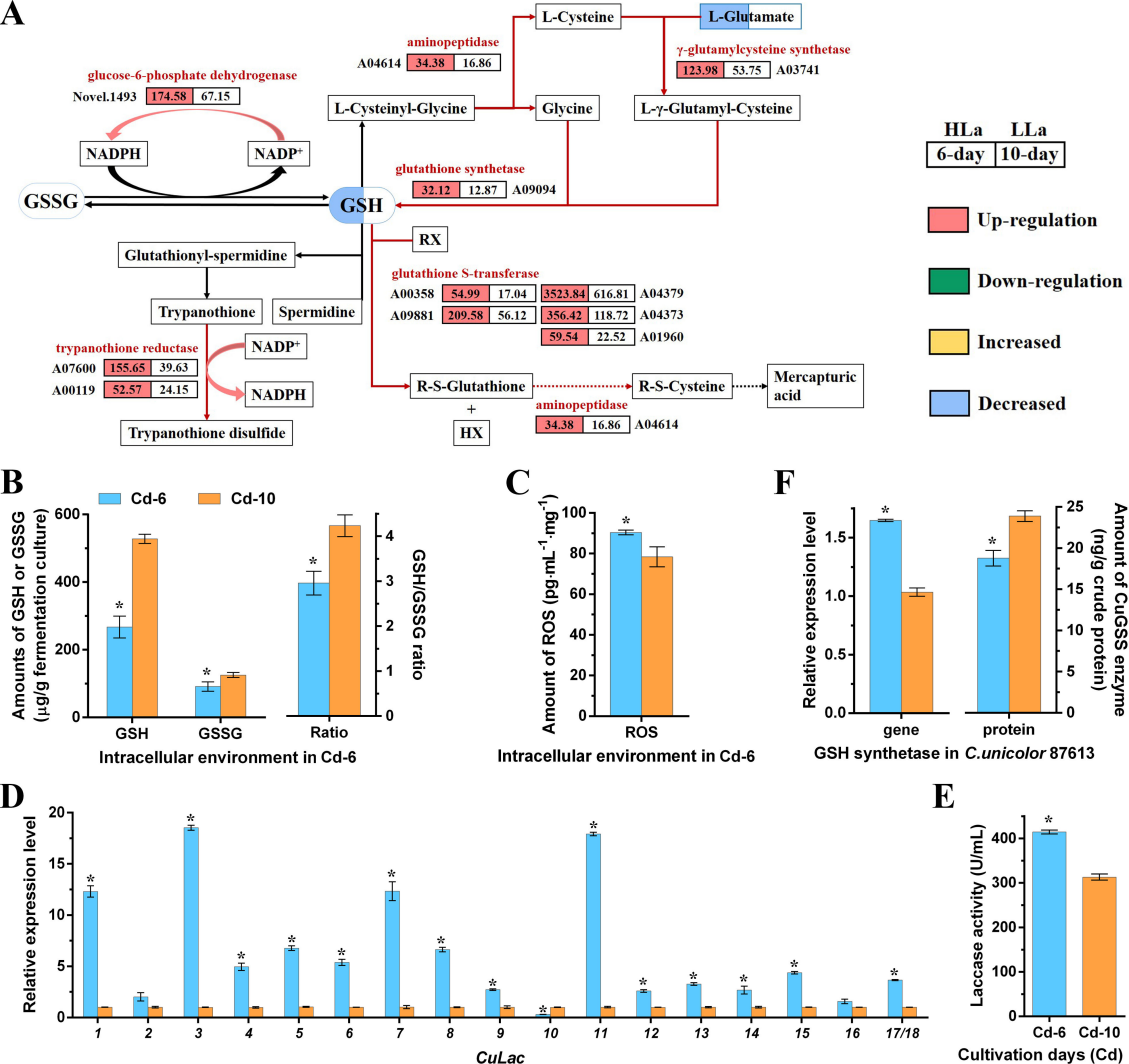
Comparison of GSH metabolism, ROS level, and Cu*Lac*s expression between cultivation day 6 (Cd-6) and day 10 (Cd-10) in *C. unicolor* 87613. (**A**) The changes in gene expression and metabolite abundances in the GSH metabolism pathway between two different periods. (**B**) The amounts of reduced and oxidized glutathione (GSH and GSSG) and their ratios at two periods. (**C**) The ROS levels at Cd-6 and Cd-10 periods. (**D**) Relative expression levels of each Cu*Lac* gene at Cd-6 versus those at Cd-10. (**E**) Laccase activity at Cd-6 versus that at Cd-10. (**F**) Relative expression level of Cu*GSS* gene and its protein amount at Cd-6 versus those at Cd-10, respectively. *Asterisked bars* in each graph differ significantly from those unmarked (Tukey’s honestly significant difference (HSD), *P* < 0.05).

Experimental evidence has been conducted to further confirm the omics’ findings. Based on DNTB-circular-reaction measurement, the levels of GSH at Cd-6 were 49% lower compared to those at Cd-10 (Fig. 4B). The oxidized form of glutathione (GSSG) (40) was also 27% lower at Cd-6, resulting in a lower GSH/GSSG ratio (Fig. 4B). Additionally, the intracellular level of reactive oxygen species (ROS) was 15% higher at Cd-6 than those at Cd-10 (Fig. 4C). Regarding the fact that GSH and ROS play counter-balance roles in regulating intracellular redox state (41), these findings of lower GSH/GSSG ratio and higher ROS level suggest a more oxidizing environment in *C. unicolor* 87613 mycelia at Cd-6 period (41, 42). Previous studies have shown that oxidative stress could enhance the expression of fungal laccase (43, 44). Accordingly, we found a globally activated expression of 14 laccase (Cu*LAC*) genes under a more oxidizing environment at Cd-6 period compare to Cd-10 period (Fig. 4D), which might contribute to the elevation of laccase activity (Fig. 4E).

Furthermore, the transcription level of GSH synthetase (Cu*GSS*), catalyzing the final step of GSH synthesis (45), was accordantly higher at Cd-6 (Fig. 4F). However, the amount of CuGSS enzyme was decreased at Cd-6 (Fig. 4F), possibly due to a delay in the translation process. This discrepancy between gene and enzyme levels might be attributed to the complexity of gene expression regulation (46). On the other side, GSS enzymes with less amount might reduce the efficiency of GSH synthesis (47), which was in accordance with our results. Overall, these findings suggest that GSH synthesis might be regulated by a feedback loop involving GSH, Cu*GSS* genes, and CuGSS enzyme; changes in GSH synthesis could influence the balance between GSH/GSSG and ROS, leading to oxidative stress and then the activation of laccase expression.

### Determination of the negative effect of exogenous GSH on laccase activity

To demonstrate the presumption mentioned above, we introduced external GSH into the cultivation media on Cd-4 and measured various intracellular parameters after a 2-day treatment (Cd-6). As shown in Fig. 5A, laccase activity decreased as the concentration of additive GSH increased, suggesting a dose-dependent negative regulation of laccase production by GSH. Previous studies have explored the effects of phenolic compounds (such as ferulic acid and veratric acid) and metal ions (such as Cu^2+^, Mn^2+^, and Cd^2+^) on fungal laccase production (23, 48–50). This is the first evidence demonstrating the inhibitory effect of oligopeptide GSH on fungal laccase activity.

**Fig 5:**
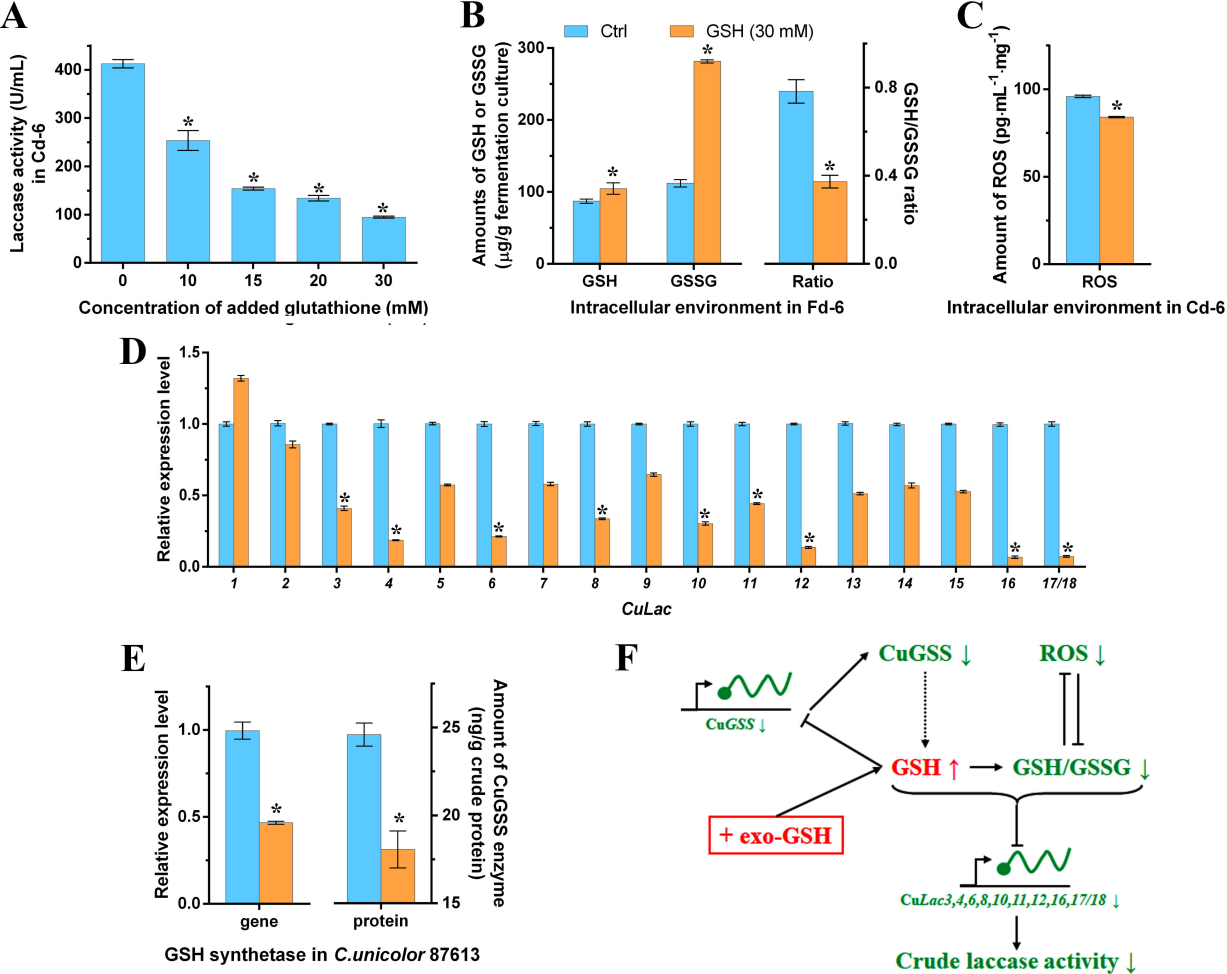
Negative effect of additive GSH on the levels of GSH synthetase (CuGSS), Cu*Lac*s, and ROS. (**A**) The dose-dependent repression of laccase activity by additive GSH in *C. unicolor* 87613. (**B**) The amounts of GSH, GSSG, and their ratio in GSH-treatment (30 mM) and control groups, respectively. (**C**) The ROS levels in GSH-treatment and control groups. (**D**) Relative expression levels of the Cu*Lac* gene family under the GSH-treatment versus those under the control. (**E**) The relative expression level of Cu*GSS* gene and its protein amount in GSH-treatment and control groups, respectively. (**F**) Illustration of the potential mechanism of additive GSH regulating laccase activity through the changes of the expression of Cu*GSS* and Cu*Lac* genes, and intracellular redox homeostasis. *Asterisked bars* in each graph differ significantly from those unmarked (Tukey’s HSD, *P* < 0.05).

To further investigate the impact of GSH, we compared the intracellular parameters of mycelia in the GSH-treatment (30 mM, the highest solubility of GSH at room temperature) with those in the control group. Surprisingly, the GSH-treatment group showed only a 17% increase in intracellular GSH content, but a 60% increase in GSSG content compared to the control group (Fig. 5B). A previous study indicated that a large amount of exogenous GSH could maintain a highly reducing intracellular environment by rapidly converting into GSSG (51). Hence, despite the lower GSH/GSSG ratio (reduced by 52%) caused by unusually high levels of GSSG, the intracellular environment remained more reductive in the GSH-treatment group. This deduction was further supported by a 12% reduction in ROS levels observed in the GSH-treatment group (Fig. 5C). Furthermore, we found that the transcription levels of most Cu*Lac* genes were down-regulated except for Cu*Lac1* (Fig. 5D). According to our previous discoveries and other studies (43), this down-regulation of Cu*Lac*s expression could be attributed to the high reducing intracellular environment. In addition, their down-regulation might contribute to the decrease in laccase production. Moreover, the additive GSH led to a 53% reduction in the transcription level and a 27% decrease in the enzyme amount of CuGSS (Fig. 5E). Previous studies have reported the inhibitory effect of GSH on glutamate cysteine ligase and γ-glutamylcysteine synthetase (35, 38, 39). In our current study, we additionally revealed its feedback effect on Cu*GSS* expression. In conclusion, the additive exogenous GSH might inhibit Cu*GSS* expression, thereby repressing the GSH metabolic process. Meanwhile, the additive GSH shifts the intracellular environment toward a more reduced state through an imbalanced GSH/ROS interaction, ultimately leading to reduced expression of Cu*Lac* genes and then the laccase activity produced by *C. unicolor* 87613 (Fig. 5F).

### Assaying the positive effect of GSH inhibitor APR-246 on regulating laccase activity

To fully validate our deduction, we used a GSH inhibitor (APR-246) (52) to suppress the GSH synthesis during laccase cultivation in *C. unicolor* 87613. As illustrated in Fig. 6A, APR-246-treatment resulted in a 26% loss of GSH compared to the control group. Additionally, the abundance of GSSG was increased by 25%, leading to a 41% reduction in the GSH/GSSG ratio in the APR-246-treatment group (Fig. 6A). On the contrary, the ROS level was increased by 12% (Fig. 6B). The imbalance between GSH/GSSG and ROS induced more oxidative stress in the APR-246-treated group. As expected, the reduction of GSH by APR-246-treatment caused an up-regulation of the transcription levels of Cu*Lac2*,*3*,*5*,*9*,*10*,*12*,*13*,*17*/*18*, which led to a 73% enhancement in total laccase activity in turn (Fig. 6C and D). The promoter region of many laccase genes contains the antioxidant response element (ARE) and stress-responsive element (STRE), which are responsible for responding to oxidative stress (49, 53). Our previous study has shown that only Cu*Lac3*,*6*,*8*,*9*,*10*,*12–18* contained ARE and/or STRE (30), suggesting that GSH might regulate Cu*Lac2* and Cu*Lac5* through a pathway independent of oxidative stress. In addition, it was important to note that the APR-246 solvent DMSO somehow showed toxicity to fungal growth, which depressed the production of laccase. Nevertheless, the strains treated with APR-246 still performed higher laccase production as compared to those treated with DMSO (control). Furthermore, although there was no significant change in the amount of CuGSS enzyme, the expression of the Cu*GSS* gene was still increased by 2.6 times due to altered intracellular GSH levels (Fig. 6E). Based on these findings, we propose a potential regulatory mechanism of laccase activity via the GSH metabolism pathway (Fig. 6F): APR-246-mediated suppression of GSH facilitates the GSH metabolism pathway, leading to changes in the intracellular environment toward an oxidative state through negative interaction with ROS; this, in turn, activates the transcription of Cu*Lac* genes, resulting in increased laccase production.

**Fig 6:**
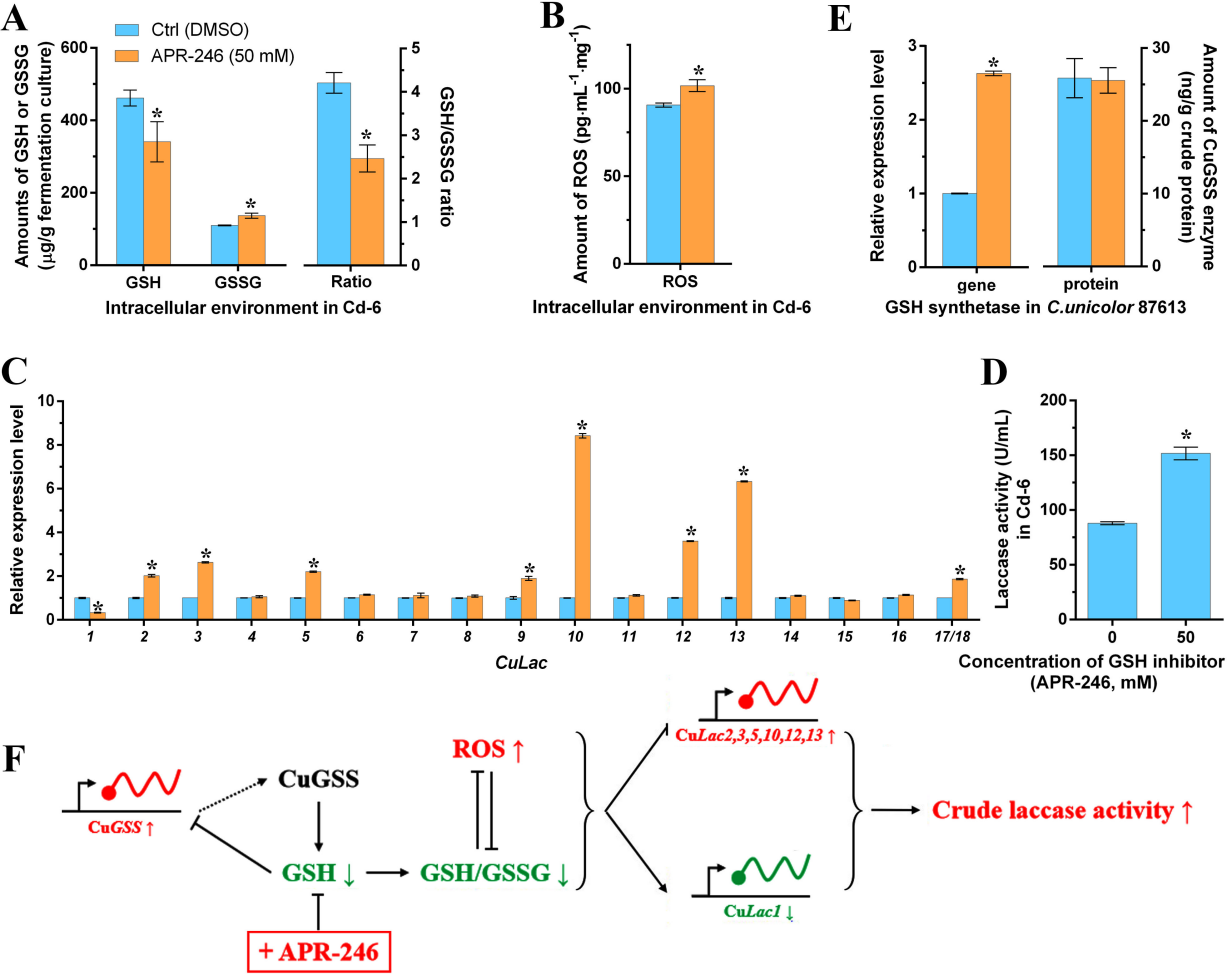
Positive effect of additive GSH inhibitor (APR-246) on CuGSS, Cu*Lac*s, and intracellular redox homeostasis. (**A**) The amounts of GSH, GSSG, and their ratio in APR-246-treatment (50 mM) and control (DMSO) groups, respectively. (**B**) The ROS levels in APR-246-treatment and control groups. (**C**) Relative expression levels of the Cu*Lac* gene family under the APR-246-treatment versus those under the control. (**D**) Laccase activity under the APR-246-treatment versus that under the control. (**E**) The relative expression level of Cu*GSS* gene and its protein amount in APR-246-treatment and control groups, respectively. (**F**) Illustration of the potential mechanism of additive APR-246 regulating laccase activity through the changes of the expression of Cu*GSS* and Cu*Lac* genes, and intracellular redox homeostasis. *Asterisked bars* in each graph differ significantly from those unmarked (Tukey’s HSD, *P* < 0.05).

### Effect of H_2_O_2_-induced oxidative stress on the laccase activity

As speculated, the counter-balance between GSH and ROS is important in regulating laccase production in *C. unicolor* 8761. Previous studies have shown that H_2_O_2_, a type of ROS inducer, can stimulate fungal laccase activity (30, 54). In our study, we observed that laccase production increased with increasing concentrations of additive H_2_O_2_, but excessive supplementation of H_2_O_2_ did not further enhance laccase activity (Fig. 7A). High concentration of H_2_O_2_ can lead to excessive ROS accumulation and thus cell death (55–57), which might affect laccase production by fungal cells. We also found that an acceptable concentration of H_2_O_2_ (5 mM) slightly reduced the abundance of GSH (by 4%), but significantly increased the abundance of GSSG (by 71%) (Fig. 7B). As a result, the GSH/GSSG ratio in H_2_O_2_-treated group was 45% lower than that in the control group (Fig. 7B). Furthermore, the transcription levels of Cu*Lac2*,*13*,*15*,*16* were up-regulated in the H_2_O_2_-treated group (Fig. 7C). It is important to note that not all laccase genes were activated by H_2_O_2_. For example, the transcription levels of *lcc1–3* were not affected by H_2_O_2_ (58). Additionally, Cu*Lac* genes affected by H_2_O_2_ treatment were different from those affected by APR-246-treatment (Fig. 6C; Fig. 7C). Among them, only Cu*Lac2* and Cu*Lac13* were up-regulated by both H_2_O_2_ and APR-246, while Cu*Lac3*,*5*,*9*,*10* were regulated in the opposite direction by H_2_O_2_ and APR-246. These findings suggest that the GSH metabolism pathway and H_2_O_2_-induced ROS might have each independent action mode on the regulation of laccase expression, except for the common route via regulating redox homeostasis in *C. unicolor* 87613. In the case of GSH, for instance, it is known to regulate cell proliferation and protein modification as well (38). These cellular processes might also contribute to the facilitation of Cu*Lac*s expression, which requires further experimental evidence.

**Fig 7:**
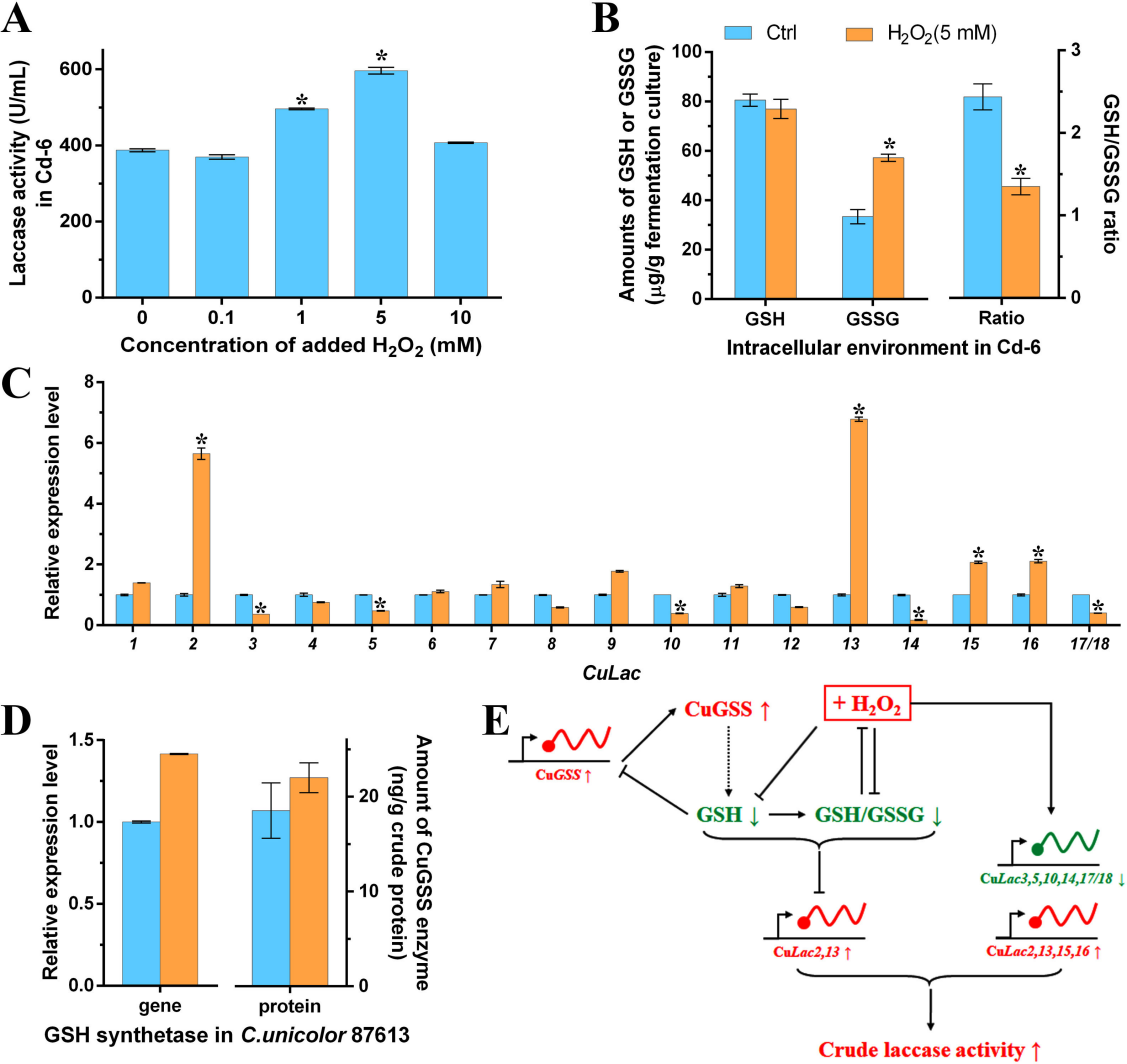
The influence of ROS inducer H_2_O_2_ on CuGSS, Cu*Lac*s, and intracellular redox homeostasis. (**A**) The dose-dependent repression of laccase activity by H_2_O_2_ (within a low concentration range). (**B**) The amounts of GSH, GSSG, and their ratio in H_2_O_2_-treatment (5 mM) and control groups, respectively. (**C**) Relative expression levels of the Cu*Lac* gene family under the H_2_O_2_-treatment versus those under the control. (**D**) The relative expression level of Cu*GSS* gene and its protein amount in H_2_O_2_-treatment and control groups, respectively. (**E**) Illustration of the potential mechanism of additive H_2_O_2_ regulating laccase activity partially through the changes of GSH metabolism-related path. *Asterisked bars* in each graph differ significantly from those unmarked (Tukey’s HSD, *P* < 0.05).

Moreover, the reduction of GSH abundance induced by H_2_O_2_ also had a minor effect on the expression of Cu*GSS* gene and the amount of CuGSS enzyme (Fig. 7D). In summary, H_2_O_2_ can promote Cu*Lac2*,*13* expression through a GSH-dependent mechanism, while other unknown mechanisms might regulate the expression of the remaining Cu*Lac* genes (Fig. 7E).

### Conclusion

This study utilized transcriptome and metabolome to develop a new strategy for enhancing fungal laccase production. Through the omics analysis, we specifically targeted the glutathione metabolism pathway and its key components (GSH and Cu*GSS* gene). By manipulating the intracellular GSH levels, we demonstrated that GSH metabolism negatively regulates laccase production in *C. unicolor* 87613. To the best of our knowledge, this is the first study to uncover the impact of GSH metabolism on laccase activity. These findings provide a promising framework for improving laccase production by potentially reprogramming glutathione metabolism at a specific stage of fungal cultivation.

## MATERIALS AND METHODS

### Strains and culture conditions

The strain *C. unicolor* 87613 was obtained from the China Forestry Culture Collection Center and stored at the Key Laboratory of Marine Enzyme Engineering of Fujian Province, Fuzhou University. The strain was previously identified to be *C. unicolor* according to the sequence analysis of the *18S rRNA* gene. Its genome sequence is publicly published in the NCBI database (NCBI SRA: SRR23097119) and studied (30). The strain was revived on Potato Dextrose Agar media (PDA solid media) and incubated statically for 4–5 days at 30°C. Thereafter, three culture plugs (5 mm diameter) were cut from the revived plate using a cork borer, followed by submerged incubation in PDA liquid media at 200 rpm and 30°C.

### Assaying for extracellular laccase activity produced by *C. unicolor* 87613

The extracellular laccase (laccase) activity of *C. unicolor* 87613 was measured using 1 mL of the cultivation supernatant. According to a previous study (59), the laccase production was determined by the enzymatic oxidation rate of 2,2′-azino-bis-(3-ethylbenzothiazoline-6-sulfonic acid) (ABTS, Sigma-Aldrich, St. Louis, MO, USA). Briefly, a 2-mL reaction system containing 0.1 M pH 3.0 sodium acetate solution (975 µL), 0.5 mM ATBS (1,000 µL), and an appropriate dilution of enzyme solution (25 µL) was incubated at 45°C for 5 minutes. The optical density of the mixture (relative to the control buffer) at 420 nm was read using an ultraviolet spectrophotometer. One unit of laccase production (U) was defined as the amount of laccase required to oxidize 1 µmol ABTS in 1 minute. All assays were conducted in triplicate.

### Sequencing and analysis of *C. unicolor* 87613 transcriptome at two cultivation periods

Our earlier study showed that *C. unicolor* 87613 laccase activity peaked at cultivation day 6 (Cd-6) and then fell to a minimum at cultivation day 10 (Cd-10) (30). To explore the potential regulatory mechanism of laccase production, 0.1 g of the strain cultures at Cd-6 and Cd-10 were collected, respectively. Total RNA was extracted from three replicating cultures at Cd-6 and Cd-10 using RNAiso Reagent (TaKaRa, Dalian, China), respectively. The extracted RNA was used for library construction with the NEBNext Ultra RNA library Prep kit from Illumina. Subsequently, high-throughput sequencing was performed using the Illumina NovaSeq 6000 platform by Novogene Company (Beijing, China). Raw data (NCBI GEO: GSE236542) of fastq format were firstly processed through in-house perl script to obtain clean data, which were then mapped to the genome of *C. unicolor* 87613 (NCBI SRA: SRR23097119) (30) and normalized as fragments per kilobase of exon per million fragments mapped using Hisat2 v2.0.5 and featureCounts v1.5.0-p3, respectively. The DEGs were accepted at significant levels of |log_2_ (Cd-6/Cd-10 ratio)| ≥ 1 and of *P*-value < 0.001. Functional annotation of all DEGs was performed using non-redundant NCBI protein databases. Additionally, GO (60) and KEGG (61) analysis were carried out to classify the DEGs into three GO categories and various KEGG pathways, respectively.

### Measurement and analysis of *C. unicolor* 87613 metabolome at two cultivation periods

To gain a metabolic perspective on the regulatory mechanism of laccase activity produced by *C. unicolor* 87613, the strain was simultaneously cultivated with those for transcriptome study under the same conditions. The strain cultures at Cd-6 and Cd-10 were collected and rapidly frozen in liquid nitrogen. The frozen samples were then transported to Novogene Company (Beijing, China) using dry ice. In order to detect the profile of intracellular metabolites, an LC-MS/MS method was employed. The analysis was performed using a Vanquish UHPLC system (Thermo Fisher) coupled with an Orbitrap Q Exactive HF-X mass spectrometer (Thermo Fisher). All raw data were calculated and analyzed in accordance with previous studies (62, 63). Chemistry compounds that were mapped to at least one of the three banks (ChemSpider, mzCloud, and/or mzVault) were chosen and defined. The parameters of |log_2_ (Cd-6/Cd-10 ratio)| ≥ 1 and of *P*-value < 0.05 were used to designate the DAMs. For metabolic categorization and pathway enrichment, Metaboanalyst 5.0 (https://www.metaboanalyst.ca/) was used on all DAMs (34).

### Assaying for *C. unicolor* 87613 response to exogenous supplies

To investigate the influence of targeted glutathione metabolism on laccase activity produced by *C. unicolor* 87613, the strain was incubated for 4-day submerged cultivation at the optimal regime of 30°C and 200 rpm, followed by 2 days of additional cultivation alone (control), with 30 mM reduced glutathione (GSH), 50 µM GSH inhibitor (APR-246, equal volume of solvent DMSO was supplemented as its parallel control) (52), or 5 mM ROS inducer H_2_O_2_ (treatment). At Cd-6 period, aliquots of 0.1 g hyphal cells from the cultures were collected and ground in liquid nitrogen. Thereafter, the ground powders of each sample were suspended in 1 mL buffer 1 of Reduced or Oxidized Glutathione Assay Kits (Solarbio, Beijing, China) to evaluate the glutathione level, or in 0.1 M PBS (pH 7.4) to assay ROS level and GSH synthase content. After centrifugation at 12,000 × *g* and 4°C, the supernatants were used for each assay listed below.

### Assaying for intracellular contents of reduced and oxidized glutathione in response to exogenous supplies

The amounts of reduced glutathione (GSH) and oxidized glutathione (GSSG) in the supernatant were measured in a 5,5′-dithiobis-2-nitrobenzoic acid (DNTB) circular reaction (35, 64). A 1 mL reaction system containing sample solution (100 µL), buffer 2 (700 μL), and buffer 3 (200 μL) was prepared using a GSH Assay Kits (Solarbio, Beijing, China). The GSH contents in each system were quantified at OD_412_ after 2 minutes of standing at room temperature. For GSSG quantification, 100 µL samples were pre-treated with 2 µL buffer 2 in a GSSG Assays Kit (Solarbio, Beijing, China) to exclude GSH. After a 150-second mixed reaction of pre-treated sample (102 µL), buffer 3 (700 μL), buffer 4 (100 μL), buffer 5 (100 μL), and buffer 6 (10 μL), the GSSG contents were measured at OD_412_. The concentration of GSH or GSSG in each reaction was calculated by the GSH or GSS standard curve with sample reading at OD_412_. The final contents of GSH and GSSG were estimated as follows:

$$GSH\;or\;GSSG\;(\mu g/g\;culture)=C_{S}\times V_{S}\times N/W_{S}$$

(C*_S_* indicates the concentration of GSH or GSSG in each sample solution; V*_S_* refers to the total volume of collected supernatant (1 mL); W*_S_* stands for the weight of extracted cultures (0.1 g); N represents the dilution rate.)

### Assaying for the changes of intracellular ROS level in response to exogenous supplies

As ROS and GSH are two antagonists in balancing the intracellular redox status (41), the ROS levels in each supernatant were assessed with a ROS Assays Kit (mlbio, Shanghai, China). Briefly, each supernatant (10 µL) was diluted with 40 µL dilution buffer. Fifty microliters of blank solution, gradient-dilution standard solutions, and dilution samples were added to each well of Elisa plate following the user’s guide. Then, 100 µL of a working solution containing horseradish peroxidase (HRP) was added to each well. Following a 60-minute incubation at 37°C, the reaction mixtures were removed. A washing buffer was used to wash all reactive wells for five times. Each well was added with 50 µL substance A and B successively, before undergoing a 15-minute incubation at 37°C in the dark. The absorbance of each well at 450 nm was read after adding 50 µL terminal solution. The ROS contents in each sample were calculated according to the ROS standard curve with sample reading.

### Assaying for the altered contents of glutathione synthetase in response to exogenous supplies

Glutathione synthetase (GSS) is the last enzyme to catalyze the two-step biosynthesis of GSH (45). Therefore, GSS contents were investigated to understand the status of GSH metabolism. Based on a GSS Elisa Kit (Jingmei, Jiangsu, China), 50 µL of blank solution, gradient-dilution GSS standard solutions, and dilution samples were separately added to each well of Elisa plate, followed by a 30-minute incubation at 37°C. Subsequently, all wells were washed for 30 seconds with a washing buffer. After washing five times, 50 µL of HRP-containing buffer was added to all wells except the blank one. The incubation and washing procedures were repeated. Fifty microliters of chromogenic reagents A and B ware successively added to each well, followed by a 10-minute incubation at 37°C in the dark. The absorbance of each well was measured at 450 nm after the addition of a 50 µL terminal solution. The raw GSS contents in each sample ware determined using the GSS standard curve with sample reading at OD_450_. Additionally, protein concentration in each sample supernatant was measured with a bicinchoninic acid Protein Assay Kit (KeyGen, Nanjing, China). The final GSS contents in each sample were adjusted to an amount of nanogram per gram of protein extract (ng/g).

### Assaying for transcription pattern of laccase gene family and *GSS* in response to exogenous supplies

The precipitations of each cultivation sample were collected by centrifugation following incubation with or without exogenous supplies. Total RNAs were extracted from these precipitations and then reversed into cDNAs using a PrimeScript RT Reagent Kit (TaKaRa). Three cDNA samples of each precipitation were used as templates to quantify the transcription level of the laccase gene family and GSS by quantitative real-time PCR with paired primers (Table S1) using the TB Green Premix Ex Taq kit (TaKaRa). The reaction was operated according to the manual. Fungal 18S rRNA was used as an internal standard. The relative transcription level of each gene was calculated as the ratio of transcripts in each treatment group over that in the control group using the 2^-ΔΔCt^ method (65).

### Statistical analysis

All phenotypic parameters were quantified from the experiments with three replicates and were subjected to one-factor analysis of variance, followed by Tukey’s honestly significant difference (HSD) test for the differences of each phenotype between the control and treatment samples.

## Data Availability

The raw high throughput sequencing data of RNA sequencing have been deposited in the NCBI Sequence Read Archive (SRA) under the GEO accession number GSE236542.

## SUPPLEMENTAL MATERIAL

Fig. S1 to S2 spectrum.03405-23-s0001.pdf Two supplementary figures.

Tables S1 to S5 spectrum.03405-23-s0002.doc Five supplementary tables.

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

# Supplementary material for: Transcriptomic and metabolomic analysis unveils a negative effect of glutathione metabolism on laccase activity in Cerrena unicolor 87613
**Source:** Microbiol Spectr. 2024 Jan 17;12(2):e03405-23. doi: 10.1128/spectrum.03405-23
**Supplement:** Fig. S1 to S2 — Two supplementary figures.

1   **Supplementary Figures**

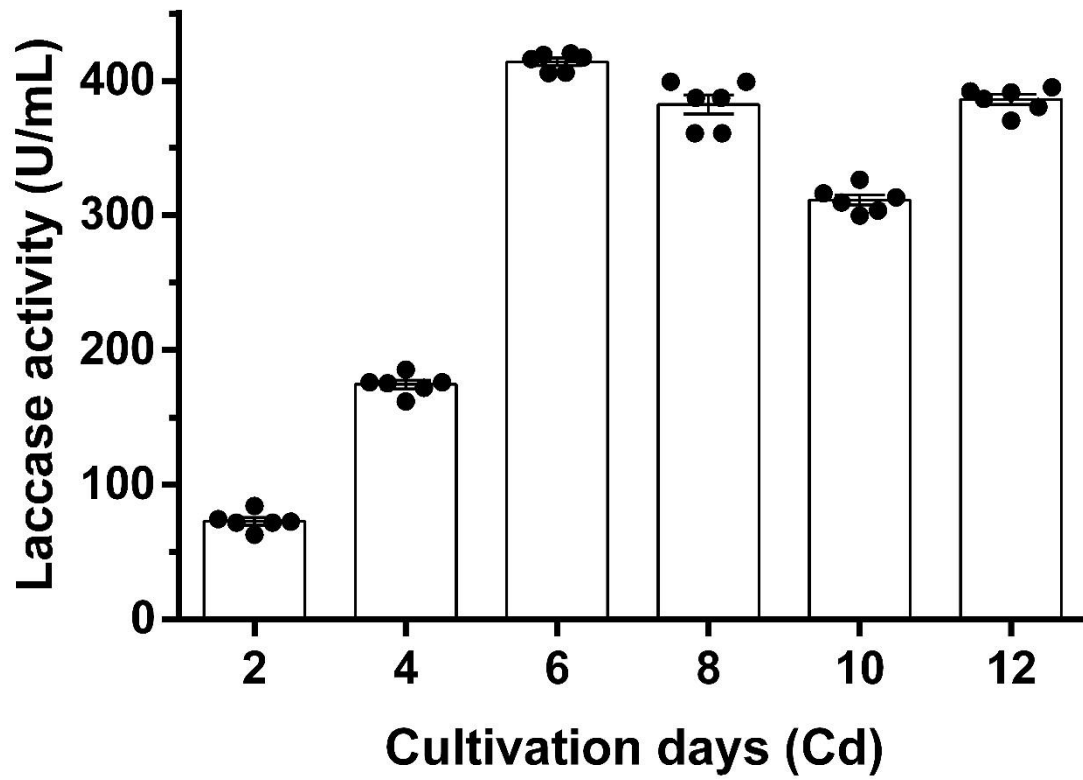

2

3   **Fig S1** Laccase activity in *C. unicolor* 87613 during 12-day submerged cultivation. The
4   maximal activity was achieved at Fd-6 with the value of 415 U/mL.

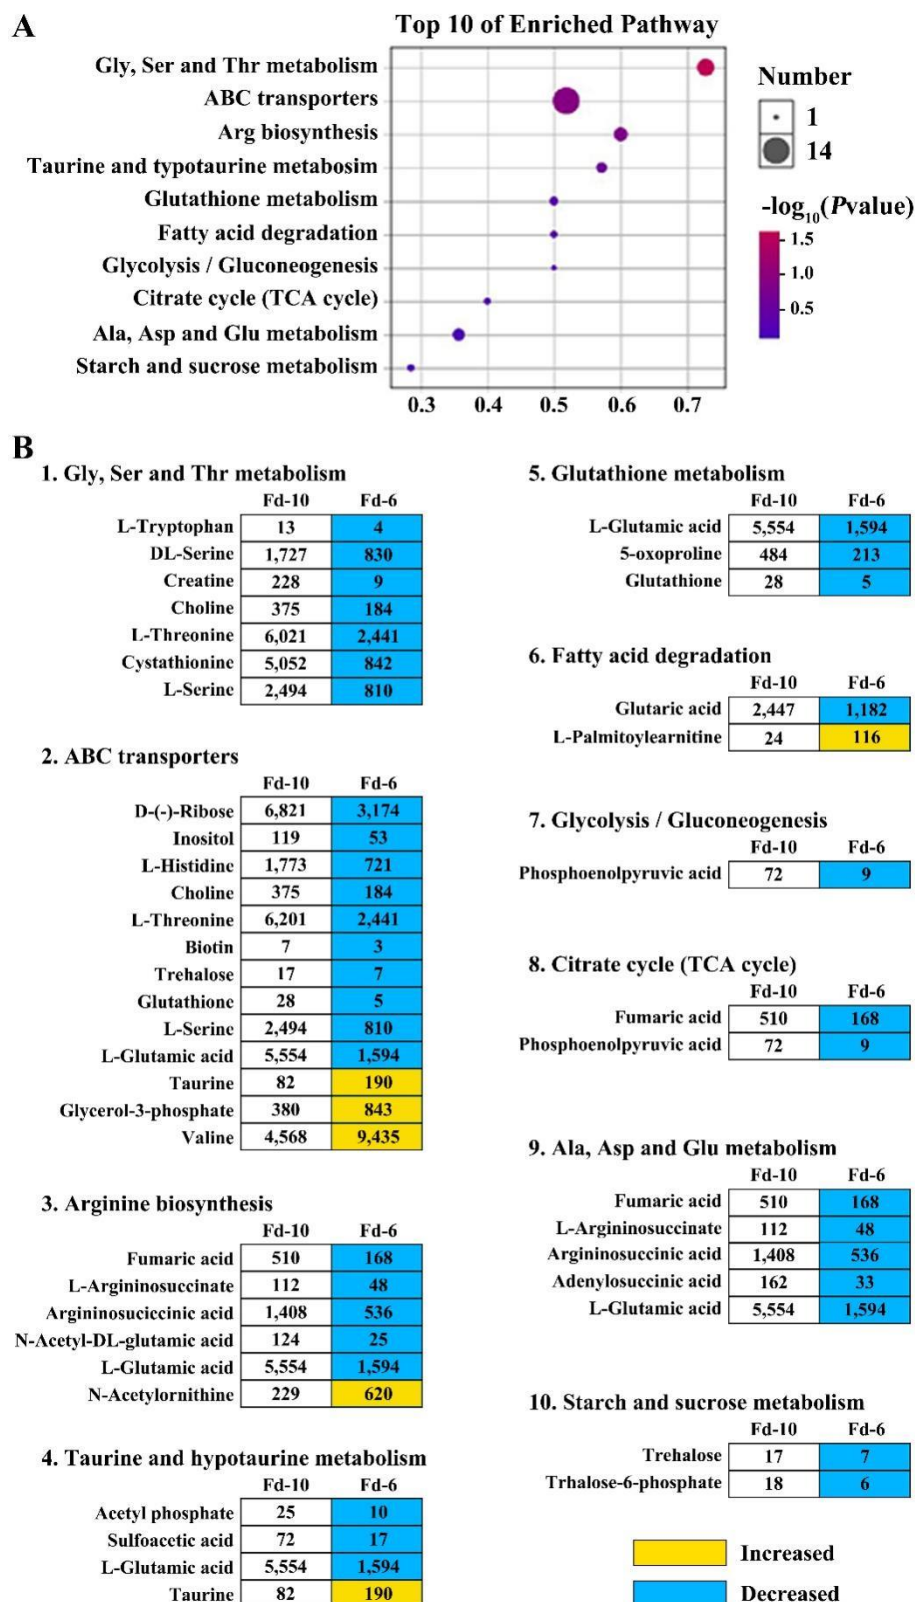

5
6 **Fig S2** Pathways enriched by metabolites with differential abundances. (A) The top 10
7 significantly enriched pathways (P -value < 0.05). (B) The abundance of DAMs
8 involved in the top 10 enriched pathway ($\times 10^5$). The color represented the increased
9 (yellow) and decreased (blue) of DAMs in Cd-6 samples.

# Supplementary material for: Transcriptomic and metabolomic analysis unveils a negative effect of glutathione metabolism on laccase activity in Cerrena unicolor 87613
**Source:** Microbiol Spectr. 2024 Jan 17;12(2):e03405-23. doi: 10.1128/spectrum.03405-23
**Supplement:** Tables S1 to S5 — Five supplementary tables.

**Table S1 Quality control and characterization of transcription sequencing data of *Cerrena unicolor* 87613 extracts from 6-day (Cd-6) and 10-day (Cd-10) cultivation cultures, respectively.**

| **Sample** | **Total reads** | **Clean bases**  **（bp）** | **Total mapped** | **Multiple mapped** | **Unique mapped** | **Error rate（%）** | **Q20（%）** | **Q30（%）** | **GC content（%）** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Cd-6-1 | 27,230,106 | 4,084,515,900 | 25,942,908  (95.27%) | 1,130,424  (4.15%) | 24,812,484  (91.12%) | 0.03 | 97.75 | 93.74 | 51.14 |
| Cd-6-2 | 26,903,658 | 4,035,548,700 | 25,621,410  (95.23%) | 1,372,623  (5.1%) | 24,248,787  (90.13%) | 0.03 | 97.72 | 93.63 | 51.01 |
| Cd-6-3 | 29,494,840 | 4,424,226,000 | 28,239,798  (95.74%) | 768,613  (2.61%) | 27,471,185  (93.14%) | 0.03 | 97.71 | 93.55 | 51.11 |
| Cd-10-1 | 30,332,250 | 4,549,837,500 | 28,938,816  (95.41%) | 1,358,492  (4.48%) | 27,580,324  (90.93%) | 0.03 | 97.6 | 93.4 | 51.07 |
| Cd-10-2 | 26,294,764 | 3,944,214,600 | 25,095,636  (95.44%) | 1,1482,26  (4.37%) | 23,947,410  (91.07%) | 0.03 | 97.65 | 93.46 | 50.96 |
| Cd-10-3 | 27,917,860 | 4,187,679,000 | 26,613,102  (95.33%) | 1,265,597  (4.53%) | 25,347,505  (90.79%) | 0.03 | 97.67 | 93.52 | 51.01 |

Total reads: the number of clean reads after quality control of sequencing data;

Clean bases: The number of bases after filtering the raw data (clean base = clean reads × 150 bp);

Total mapped: The number of reads mapped to the genome and its percentage;

Multiple mapped: The number of reads mapped to multiple locations in the reference genome and its percentage;

Unique mapped: The number of reads mapped to a unique position in the reference genome and its percentage (These data were used for subsequent quantitative data analysis of reads);

Error rate: Overall sequencing error rate;

Q20 and Q30: The percentage of bases with a Phred score greater than 20 or 30 out of the total bases, respectively;

GC content: The percentage of G and C bases in the four types of bases in clean reads.

**Table S2 Annotation of GO terms enriched by differentially expressed genes (DEGs) between Cd-6 and Cd-10 cultures.**

| **Category** | **GO ID** | **Descrption** | ***P*-value** | **Number of up/dn genes*** | **Rich factor**** |
| --- | --- | --- | --- | --- | --- |
| BP | GO：0016051 | carbohydrate biosynthetic process | 0.011 | 0 / 5 | 0.385 |
| BP | GO：0005975 | carbohydrate metabolic process | 0.000 | 4 / 37 | 0.197 |
| CC | GO：0005576 | extracellular region | 0.000 | 1 / 16 | 0.415 |
| CC | GO：0016021 | integral component of membrane | 0.010 | 22 / 31 | 0.139 |
| CC | GO：0031224 | intrinsic component of membrane | 0.010 | 22 / 31 | 0.139 |
| MF | GO：0030248 | cellulose binding | 0.000 | 0 / 13 | 0.500 |
| MF | GO：0001871 | pattern binding | 0.000 | 0 / 14 | 0.467 |
| MF | GO：0030247 | polysaccharide binding | 0.000 | 0 / 14 | 0.467 |
| MF | GO：0005507 | copper ion binding | 0.001 | 3 / 5 | 0.364 |
| MF | GO：0016701 | oxidoreductase activity | 0.011 | 0 / 5 | 0.357 |
| MF | GO：0008171 | O-methyltransferase activity | 0.008 | 1 / 5 | 0.333 |
| MF | GO：0004185 | serine-type carboxypeptidase activity | 0.015 | 5 / 0 | 0.333 |
| MF | GO：0030246 | carbohydrate binding | 0.000 | 0 / 17 | 0.315 |
| MF | GO：0016798 | hydrolase activity, acting on glycosyl bonds | 0.000 | 6 / 25 | 0.209 |
| MF | GO：0004553 | hydrolase activity, hydrolyzing O-glycosyl compounds | 0.000 | 5 / 25 | 0.207 |
| MF | GO：0016614 | oxidoreductase activity, acting on CH-OH group of donors | 0.007 | 8 / 9 | 0.195 |
| MF | GO：0048037 | cofactor binding | 0.000 | 30 / 40 | 0.162 |
| MF | GO：0020037 | heme binding | 0.007 | 12 / 22 | 0.159 |
| MF | GO：0046906 | tetrapyrrole binding | 0.007 | 12 / 22 | 0.159 |
| MF | GO：0050662 | coenzyme binding | 0.011 | 16 / 16 | 0.157 |

*up/dn genes referred to the up-regulated genes or down-regulated genes in Cd-6 cultures as compared to those in Cd-10 cultures.

**Rich factor indicated the ratio of the number of DEGs enriched in targeted pathway to the number of total annotated genes in this pathway.

**Table S3 Enrichment of KEGG terms by DEGs between Cd-6 and Cd-10 cultures.**

| **KEGG ID** | **KEGG Term** | **Gene counts*** | ***P*-value** | **Gene ID** | |
| --- | --- | --- | --- | --- | --- |
| **UP-regulation** | **Down-regulation** |
| tvs01110 | Biosynthesis of secondary metabolites | 50 | 0.0003 | A08064.gene/A06418.gene/A07571.gene/A06088.gene/A02716.gene/A09661.gene/A03726.gene/A00473.gene/novel.1493/A00700.gene/A06836.gene/A06660.gene/A00758.gene/A08399.gene/A00447.gene | A07715.gene/A07667.gene/A01247.gene/A03683.gene/A02991.gene/A02126.gene/A00342.gene/A00376.gene/A00533.gene/A05242.gene/A02664.gene/A04759.gene/A01721.gene/A02839.gene/A08519.gene/A02865.gene/A00980.gene/A02610.gene/A07782.gene/A06983.gene/A07134.gene/A04880.gene/A09123.gene/A01658.gene/A09404.gene/A07181.gene/A05122.gene/A03397.gene/A05128.gene/A09892.gene/A00603.gene/A05257.gene/A01289.gene/A01139.gene/A00541.gene |
| tvs01200 | Carbon metabolism | 29 | 0.0000 | A07571.gene/A04617.gene/A02716.gene/A03726.gene/novel.1493/A08399.gene | A07715.gene/A07667.gene/A01247.gene/A03683.gene/A07185.gene/A02126.gene/A00342.gene/A00533.gene/A05242.gene/A00276.gene/A04759.gene/A01721.gene/A02839.gene/A01756.gene/A09800.gene/A02610.gene/A08417.gene/A04880.gene/A07181.gene/A03397.gene/A05128.gene/A05257.gene/A00541.gene |
| tvs00500 | Starch and sucrose metabolism | 14 | 0.0001 | A09661.gene/A06836.gene | A00980.gene/A07489.gene/A07782.gene/A01792.gene/A08250.gene/A01658.gene/A01410.gene/A06736.gene/A01139.gene/A05182.gene/A05970.gene/A02880.gene |
| tvs04111 | Pyruvate metabolism | 13 | 0.0000 | A04617.gene/A03210.gene | A07715.gene/A01247.gene/A03683.gene/A03460.gene/A00342.gene/A00421.gene/A00422.gene/A04759.gene/A09800.gene/A03461.gene/A07181.gene |
| tvs00620 | Cell cycle - yeast | 13 | 0.0474 | A01254.gene/A02702.gene/A06548.gene/A06480.gene/A09761.gene/A06177.gene/A07203.gene/A09221.gene/A07582.gene/A09670.gene/A02093.gene | A01728.gene/A02602.gene |
| tvs00630 | Biosynthesis of amino acids | 12 | 0.0472 | A08064.gene/A06418.gene/A07571.gene/A02716.gene/A03726.gene/A06660.gene/A00758.gene/A08399.gene | A02664.gene/A01721.gene/A02865.gene/A04880.gene |
| tvs00010 | Glutathione metabolism | 10 | 0.0005 | A00358.gene/A09881.gene/A04379.gene/novel.1493/A09094.gene/A07600.gene/A01960.gene/A04614.gene/A04373.gene/A03741.gene | None |
| tvs00020 | Glyoxylate and dicarboxylate metabolism | 10 | 0.0015 | A00447.gene | A03683.gene/A02126.gene/A00533.gene/A00276.gene/A01721.gene/A01756.gene/A07181.gene/A05128.gene/A05257.gene |
| tvs00480 | Citrate cycle (TCA cycle) | 9 | 0.0009 | None | A07715.gene/A01247.gene/A00342.gene/A05242.gene/A04759.gene/A01721.gene/A07181.gene/A03397.gene/A00541.gene |
| tvs00350 | Meiosis - yeast | 9 | 0.0002 | A01254.gene/A07141.gene/A02702.gene/A06480.gene/A09761.gene/A06177.gene/A09221.gene/A09670.gene | A02602.gene |

*Gene counts: the number of DEG sorted in the indicated category.

**Table S4 The transcript profiles of genes involved in glutathione metabolism pathway.**

| Gene description | Gene ID | log2(Fold Change) | *P* value | FPKM value | |
| --- | --- | --- | --- | --- | --- |
| 6-day | 10-day |
| Aminopeptidase | A04614 | -1.02 | 0.0000 | 34.38 | 16.86 |
| γ-Glutamylcysteine | A03741 | -1.20 | 0.0001 | 123.98 | 53.75 |
| Glutathione synthetase | A09094 | -1.31 | 0.0000 | 32.12 | 12.87 |
| Glucose-6-phosphate dehydrogenase | Novel.1493 | -1.37 | 0.0000 | 174.58 | 67.15 |
| Trypanothione reductase | A07600 | -1.97 | 0.0000 | 155.65 | 39.63 |
| A00119 | -1.12 | 0.0014 | 52.57 | 24.15 |
| Glutathione S-transferase | A00358 | -1.68 | 0.0000 | 54.99 | 17.04 |
| A09881 | -1.90 | 0.0000 | 209.58 | 56.12 |
| A04379 | -2.51 | 0.0000 | 3523.84 | 616.81 |
| A04373 | -1.58 | 0.0001 | 356.42 | 118.72 |
| A01960 | -1.40 | 0.0000 | 59.54 | 22.52 |

**Table S5 Paired primers used for transcription profiling of laccase gene family (Cu*Lac*) and GSH synthetase gene (Cu*GSS*) in *C.unicolor* 87613.**

| **Primers** | **Sequences (5’ → 3’)** |
| --- | --- |
| Cu*Lac1-*F / R | TTACCTTCTCCATTGATG / GTCCAGTGTTGTTGTATT |
| Cu*Lac2-*F / R | CCGTTGATGCTGCGAATG / TTGTAAGTAAGGAGTGTGAGGTAG |
| Cu*Lac3-*F / R | CATCTCTTGGTCTTGTCT / TACTCTGTAGGCATTGTG |
| Cu*Lac4-*F / R | AGGTCAACGATATTCATT / GTAATATAGCGGAGTTCA |
| Cu*Lac5-*F / R | CCTGGAGCACTTATCACT / ACATACTGGCATCGGTAA |
| Cu*Lac6-*F / R | TAGGATGGATAGATGTGAAC / CAATATGGCGAGACTGTA |
| Cu*Lac7-*F / R | GGTCCTCTTGTTGTGTAT / GGTGATAACGGTAGTCTC |
| Cu*Lac8-*F / R | TATGACCATTATTGAAGTTG / ACGAATCCAGTAGTTATC |
| Cu*Lac9-*F / R | TTGAAGTGGATAGTGTTA / TTGATACCATTGTTGAAG |
| Cu*Lac10-*F / R | CTCTGTCATTAGCGTTCA / TCATATTATGGTTGTCAATC |
| Cu*Lac11-*F / R | TCGTGCTCTTAGTGCTTA / TCCGTGGAGATATTGGTATT |
| Cu*Lac12-*F / R | GAATCCACTGTTATCACCTT / TTGCGACCTAATCCATTG |
| Cu*Lac13-*F / R | CGAAGTTGATGGTGTTAA / ACGAATCCAGTAATTGTC |
| Cu*Lac14-*F / R | TTGCTGGTGGTATCAATTC / TGGTCTGCGAAGTAGTAG |
| Cu*Lac15-*F / R | CATTGAAGTTGATGGTGTT / ACGAATCCAGTAGTTGTC |
| Cu*Lac16-*F / R | AACACCAATATGACGAAGAAT / GGCAACACTGATGAACTG |
| Cu*Lac17*/18*-*F / R | GTCCTCGTCCATACCAAT / ATAAGTGAACATATCCGTCTG |
| Cu*GSS-*F / R | CTGAAGGCTTGACAGAGGC / CGACATGTGCGGATTTAGCC |
| *18S*-F / R | AGACGGAAGTTTGAGGCA / CTTCCGGCCAAGGTGAA |

How the deposited data were processed for this re-analysis (not part of the article)

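The RNA-seq libraries came from mycelia of *C. unicolor* in glucose or fructose medium, with 3 replicate cultures for each carbon source at Cd-6 and at Cd-10, 12 libraries in all. Conditions were taken from the sample labels and checked against the paper, which describes the glucose cultures. Nothing in the labels assigns libraries to batches.

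According to the paper, clean reads were mapped with Hisat2 2.0.5 and counted with featureCounts 1.5.0-p3. The deposited values are a signal per gene, namely read counts that the authors divided by 1 median-ratio size factor per library, without length correction and separately within each carbon source. In 9 libraries, 100% of the values were whole multiples of the value of 1 read (tolerance 0.01), and these reads were recovered. The recovered libraries held 10281630 to 12126094 assigned read pairs, with a median of 10947183. In the other 3 libraries the step was not accepted by the test applied, and they were used as normalized values and kept out of every count test. The reference gene table at hand matched 0 of the gene IDs, so that products came from Table S4 and pathway membership from Table S3. Several KEGG identifiers of Table S3 do not belong to the pathway name printed beside them, and the lists were taken by name.

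The test planned before the data were examined was the quasi-likelihood test of edgeR on counts, with TMM factors. Because the deposited values are not whole counts, it could not serve as the main test. In its place, limma 3.58.1 (R 4.3.3) was used. Values were rescaled by median-ratio factors over the libraries compared, and log2(value + 1) was fitted with lmFit and eBayes with a trend for genes with a value of at least 10 in at least 3 libraries. Glucose and fructose comparisons used their own 6 libraries. The interaction and the comparisons between carbon sources used all 12, after rescaling across both carbon sources, because the authors had scaled them apart. Genes are called changed at a Benjamini-Hochberg adjusted p below 0.05. The study's threshold is an absolute log2 fold change of at least 1 with an unadjusted P below 0.001. Gene lists were tested with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry.

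Genes to name were picked by rules. The first took the 11 genes of Table S4, whose values in the paper had been seen. Another took the 2 members of each Table S3 list with the largest change. The last took at most 2 genes without a product that rose and 2 that fell by the largest change in each comparison. That last rule required an adjusted p below 0.05, a mean of at least 1 CPM and, except for the interaction, groups that do not overlap. The text does not name every gene picked by these rules. Other list members named in the text were chosen after their values were seen.

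The alternatives set before the data were examined were other scalings and filters, a block for replicate number, all 12 libraries in one fit, P read as adjusted, and leaving out each replicate in turn. Other pseudocounts (0.5 and 5), TMM factors in limma, and edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads were added after the values had been seen. Of these, edgeR is the test first planned, run on fewer libraries. In these count tests the fructose Cd-10 group has 1 library, assumed to vary like the others. On simulated counts for the glucose comparison, with 200 changed genes among 10189, limma called 94.0% of the genes with a log2 fold change of 1 and 100.0% of those with 2, along with 9 of the 9989 unchanged genes. In the simulated interaction, with 10318 genes, it called 49.0% and 100.0%. The simulation gave all genes the same dispersion, 0.024, and held no culture that lay apart from its group. The changed genes were drawn only from those with at least 10 in every library. These settings are simpler than the data, so that the shares are not the power or error rate in the real cultures. Summaries and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The metabolome, the glutathione and ROS assays, the laccase gene family and GO membership were not analysed here.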

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

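The tests on the 20 most abundant genes, on sequencing depth, on list selection and on batches were chosen only after the results they bear on had been seen. So were the fits of edgeR and DESeq2 on the recovered reads, although edgeR on counts had been the test first planned. The paper does not report on the fructose cultures. In them, 599 genes were higher and 495 were lower at Cd-6 than at Cd-10 past the study's threshold in limma, a signal in libraries outside the paper's comparison. Under library-size scaling the counts were 476 and 602, 44.2% higher against 54.8%, with a shift of -0.12 in the median. The change between the periods differed between the carbon sources in 485 genes (interaction in limma, adjusted p below 0.05), 295 more positive and 190 more negative in fructose. This count was 0 in edgeR on the recovered reads (2007 genes at an unadjusted p below 0.05), and DESeq2 called 290 genes more positive and 251 more negative. In both of these fits, here and below, the fructose Cd-10 group had 1 library, assumed to vary like the others. They therefore do not repeat the limma test on the same cultures. The count in limma was 743 under library-size scaling, 216 more positive and 527 more negative, which moved the median interaction of all genes by -0.30. Leaving out 1 of the 12 cultures gave 92 (without fructose Cd-6 replicate 1) to 1075 genes (without glucose Cd-6 replicate 1), and 130, 132, 176 and 193 without glucose Cd-10 replicates 1 and 2, fructose Cd-10 replicate 2 and glucose Cd-6 replicate 3. Without glucose Cd-6 replicate 2, fructose Cd-6 replicates 2 and 3 or fructose Cd-10 replicate 3, it was 312, 249, 285 and 295.

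At Cd-6 in glucose, 11 genes of the yeast cell cycle list rose and 2 fell, and 8 of the meiosis list rose and 1 fell (adjusted p = 0.13 and 0.096 from camera with an estimated correlation). In fructose their medians were 0.09 and 0.06 (camera adjusted p = 0.58 and 0.56), and -0.02 and -0.05 under library-size scaling. In fructose, 1 cell cycle gene was lower and 12 did not pass singly. Of the meiosis genes, A07141 was higher there (3.81, against 2.22 in glucose), 1 was lower and 7 did not pass. In fry without regard to direction, the fructose adjusted p was 0.014 and 6.4e-06, but in fry with direction it was 0.76 and 0.2. The interactions of both lists did not pass in fry with direction (adjusted p = 0.055 for each). The interaction had a median of -0.97 over the 13 cell cycle genes (adjusted p = 4.4e-04 from camera, 0.53 with an estimated correlation) and of -1.06 over the 9 meiosis genes (adjusted p = 0.0044 from camera, 0.53 with an estimated correlation), of which 8 are shared, and 4 cell cycle genes passed singly in limma, 3 negative and 1 positive (A01728, 1.18, adjusted p = 0.017, but 0.056 without glucose Cd-10 replicate 2, 0.066 without fructose Cd-6 replicate 1 and 0.1 in edgeR, with 0.0062 to 0.1 over all alternatives), and 2 meiosis genes, both negative, against 5 negative and 1 positive and 4 negative in DESeq2 and 0 of both lists in edgeR, where 9 and 6 had an unadjusted p below 0.05 (1 to 7 and 1 to 5 in limma without 1 of the libraries). Glucose Cd-6 replicate 2 is argued against by the median interaction of -0.95 without it, whereas selection of the lists on the glucose libraries stays open, because the ratio of the fructose to the glucose median, 0.08 for the cell cycle list and 0.59 to 1.10 for the 8 lists other than cell cycle and meiosis, is what singled this list out. A batch stays open too and cannot be told apart from the carbon source, since 0 batches are named. A response of cell division genes to the carbon source remains a hypothesis, and it was found and tested on the same cultures.

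Glucose Cd-6 replicate 2 lay apart from the other 2 Cd-6 cultures on the second principal component. Low depth is argued against, as its 10626627 assigned read pairs lay within the range of the other libraries, 10281630 to 12126094. A culture further along the change from Cd-6 to Cd-10 may explain it. Across 10388 genes, which are not independent, its difference from the other 2 correlated at r = 0.27 with the change from Cd-6 to Cd-10 of the fructose cultures, between the bounds of 0.10 and 0.30 set in advance, so that this stays open.

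The share of genes past the study's threshold in glucose that were higher at Cd-6 was 39.6% under median-ratio and 58.1% under library-size scaling, with a shift of 0.20 in the median log2 fold change. The 20 most abundant genes are argued against as the cause, since the shift was 0.21 with them left out of the library sizes. Glucose Cd-6 replicate 2 could account for part of it: the shift was 0.11 without that culture, and 0.06 to 0.16 when a further culture was left out, too wide a range to decide against the bound of 0.10. No biological explanation was tested.

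The median interaction over the 50 genes under biosynthesis of secondary metabolites was 0.36 (adjusted p = 0.038 from camera, 0.64 with an estimated correlation), with 38 of them positive. This list was chosen on the glucose cultures, where 35 of its 50 genes fell, so that some interaction of the opposite sign is what that choice alone would give. Of single genes, A01313 had an interaction of 6.74 (adjusted p = 0.0025 from limma), with a log2 fold change of -4.85 in glucose and 1.90 in fructose. A weakly expressed gene had an interaction of 5.84 (adjusted p = 0.022 from limma), with values of 3.25 ± 3.28 at Cd-6 and 24.4 ± 17.4 at Cd-10 in glucose and 37.2 ± 16.2 and 3.62 ± 4.61 in fructose (SD, n = 3 each), and its adjusted p was 0.059 and 0.062 without glucose Cd-10 replicates 1 and 2, 0.079 without fructose Cd-6 replicate 1, 0.054 without fructose Cd-10 replicate 2 and 0.1 in edgeR, with 0.005 to 0.1 over all alternatives. A01090 had an interaction of -6.38 (adjusted p = 0.0077 from limma), with a log2 fold change of -5.19 in fructose. For A00533, listed under carbon metabolism, it was -3.57 (adjusted p = 0.0077 from limma), with a log2 fold change of -3.44 in glucose and -6.99 in fructose. In edgeR on the recovered reads these interactions did not pass, with an adjusted p of 0.084 for A01313, 0.087 for A01090 and 0.084 for A00533, each the highest over the alternatives, and the lowest were 2.3e-07, 4.6e-04 and 9.8e-05.

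Regrouping the libraries of 1 comparison 3 against 3 gives 10 splits, too few for a share under 0.05, and in each comparison only 1 split, the real one, reached the real value. For glucose, the real and the highest other values were 719 and 10 genes past the study's threshold, 2461 and 0 genes changed, and 11 and 10 lists called by camera. In fructose they were 1094 and 1, 2999 and 1, and 9 and 7, and between the carbon sources 1072 and 0 at Cd-6 and 347 and 0 at Cd-10. Camera with the preset correlation thus called nearly as many lists in another split, so that the number of lists called hardly sets the real split apart. For the interaction, 2 of 100 splits drawn within each day reached 485 genes, the real one and one with 917 that keeps the 4 groups whole and exchanges the carbon sources on 1 day. The highest count of the splits that mix the groups was 253, but these carry the difference between the carbon sources in their spread, so that they do not decide whether chance regrouping can be excluded.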

How the results depend on the processing

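The fits on recovered reads, TMM factors and other pseudocounts were chosen after seeing the data. The cause of the changes below was not tested. No call on a named gene or list turned to the opposite direction under any alternative run, but values that did not pass changed sign under some: those of A02799 and of a gene without a product in glucose, and the fructose medians of the cell cycle and meiosis lists. Of 1075 alternative values for 64 results on named genes, 999 stayed on their side of the threshold, 65 were lost and 11 were gained, and of 264 alternative values for 22 results on lists, 244 stayed, 18 were lost and 2 were gained. With an estimated correlation between genes, 0 of 11 lists passed in glucose (11 in camera with the preset correlation) and 4 in fructose (9 with the preset one). The weaker calls do not rest on correlation alone. For starch and sucrose metabolism in fructose the estimate was -0.00, below the preset 0.01. Its adjusted p from camera still rose from 9.2e-05 to 0.042. In fry with direction, all 11 passed in glucose (adjusted p = 4.8e-04 to 0.014), on lists the study chose on these cultures. Under library-size scaling, 452 genes in glucose were higher at Cd-6 past the study's threshold against 285, the interaction had 743 genes, and at Cd-6 317 genes were higher and 1277 lower in fructose, against 550 and 522. All 12 libraries in one fit gave 430 genes higher and 610 lower in glucose. With P read as adjusted, the study's threshold left 19 genes higher and 39 lower in glucose and 330 and 296 in fructose, a stricter limit by construction. edgeR on the recovered reads, with fewer libraries, gave 123 higher and 264 lower past the study's threshold in glucose, 400 and 573 genes changed, 0 with an interaction, 289 higher in fructose at Cd-6, and 7 higher and 5 lower at Cd-10, where DESeq2 gave 375 higher. In glucose, limma without Cd-10 replicate 1, on the libraries that edgeR used, gave 138 higher and 245 lower past the study's threshold. It gave 423 and 560 genes changed. These counts lie near those of edgeR, so that its lower counts in glucose go with the missing library rather than the test. DESeq2 on the same glucose libraries gave 390 and 584, and 911 and 1051 genes changed. The planned DESeq2 fit on all libraries was not run, since 3 libraries have no recovered reads, and the planned median-ratio scaling served as the main scaling.

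Leaving out 1 culture, the genes past the study's threshold in glucose ranged from 138 to 259 higher and 245 to 513 lower, and the genes changed from 423 to 1035 higher and 560 to 1317 lower. The lowest of these came without Cd-10 replicate 1, and counts fell by a similar extent without Cd-10 replicate 2 (383 past the study's threshold without replicate 1, 406 without replicate 2) or Cd-6 replicate 3 (411). In fructose, past the study's threshold, 402 to 586 genes were higher and 383 to 483 lower, and 888 to 1384 and 901 to 1332 changed, lowest without Cd-6 replicate 1. The interaction ranged from 92 to 1075. Between carbon sources, genes higher in fructose ranged from 124 to 1001 at Cd-6 and from 10 to 230 at Cd-10, and genes lower in fructose from 168 to 752 and from 5 to 322, against 160 higher and 187 lower at Cd-10 with all cultures. At Cd-6 the lowest counts came without fructose Cd-6 replicate 1 and the highest without glucose Cd-6 replicate 1, and at Cd-10 the lowest without glucose Cd-10 replicate 1 and the highest without glucose Cd-6 replicate 2. In 3 libraries depth in reads is not known, which limits the count tests.

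The replicate numbers do not pair the cultures of the periods: deviations of same-numbered cultures from their group means correlated at 0.09, -0.08 and -0.01 between the periods in glucose and at 0.07, -0.08 and -0.08 in fructose, and in neither did every culture correlate best with its own number. Between the carbon sources they correlated at 0.10, 0.18 and 0.07 at Cd-6, where every culture correlated best with its own number, and at -0.05, -0.09 and -0.21 at Cd-10. With replicate number as a block, 765 genes were higher and 1002 lower in glucose, the interaction had 443 genes, 518 were higher and 455 lower in fructose than in glucose at Cd-6, and at Cd-10 74 were higher and 97 lower in fructose than in glucose.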

Differences from the paper's values

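The paper reports 1,241 genes past an absolute log2 ratio of 1 and a P-value of 0.001, and 719 genes passed these limits here. The coloured genes and the dashed line of Fig. 1B begin at a laxer P of about 0.05 in Fig. 1B, read by eye, so that it stays open which P limit gave the paper's count. Among the alternatives set before the data were examined, the value with all 12 libraries in one fit, 1040, was within 1.5 times the paper's. The values under library-size scaling (778), no filter (736), a stricter filter (698), the replicate block (560), P read as adjusted (58) and each replicate left out (383 to 772) were not. DESeq2 on the recovered reads, chosen after seeing the values, gave 974, also within 1.5 times, and called 10 of the paper's 11 Table S4 genes at an adjusted p below 0.05, dropping 1.

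About 1800 genes pass the P-value limit in Fig. 1A, read by eye, against 850 here. With all 12 libraries in one fit there were 1511, and no other alternative set before the data were examined came within 1.5 times.

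The paper has more up-regulated than down-regulated DEGs, whereas here 285 genes were higher and 434 lower at Cd-6, 39.6% of them higher. Under library-size scaling 452 were higher and 326 lower, 58.1% of them higher, whereas with all 12 libraries in one fit 430 were higher and 610 lower, 41.3% of them higher. The paper's count of down-regulated DEGs is 531, within 1.5 times of 434, if its split runs as Cd-6 against Cd-10, as the paper states. Its larger count of up-regulated DEGs is then not within 1.5 times of 285. On the paper's own glutathione genes the directions are the same: 11 of 11 were higher at Cd-6. Table S4 prints negative log2 fold changes for all 11 although its FPKM values are higher at day 6, so that its column runs from day 6 to day 10. In that direction the paper's value for A04379 is -2.51 and the value here -2.42, and none of the 11 differed by more than its standard error. Table S4 gives 10 of the 11 genes a P below 0.001. Were the paper's split of DEGs turned as this column is, most of its DEGs would be lower at Cd-6, as here. Its 531 would then stand against 285 and its larger count against 434, and neither is within 1.5 times. The genes that Table S3 gives as up-regulated were all higher at Cd-6 here, so that Table S3 is not turned. Whether the split is turned stays open.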

Other observations

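Fructose cultures changed between Cd-6 and Cd-10 much as glucose cultures did for central metabolism. All 9 genes of the citrate cycle list fell at Cd-6 in fructose (median log2 fold change -1.30, adjusted p = 4.0e-07 from camera), as did 11 of 13 under pyruvate metabolism (median -2.65, adjusted p = 1.3e-06 from camera), while 2 of the latter rose. With an estimated correlation, neither list passed (adjusted p = 0.12 for both). Of the 10 genes under glutathione metabolism, 9 rose (median 1.36, adjusted p = 4.0e-07 from camera and 0.042 with an estimated correlation). The genes of Table S4 were chosen on glucose libraries, so that the fructose libraries give a separate test of them, and 9 of the 11 passed in limma (10 when adjusted over the list alone). Of these, A01960 did not pass in limma without fructose Cd-6 replicate 2 (adjusted p = 0.059) or with all 12 libraries in one fit (adjusted p = 0.066). On the recovered reads, with 1 fructose Cd-10 library, its log2 fold change was 0.61 in edgeR and 0.60 in DESeq2. A04614 had a log2 fold change of 0.34 (adjusted p = 0.11 from limma) and A00119 one of 0.33 (adjusted p = 0.14 from limma), and neither interaction passed (adjusted p = 0.12 and 0.2 from limma). Under starch and sucrose metabolism, 11 of 14 genes fell and 2 rose in fructose (adjusted p = 9.2e-05 from camera, 0.042 with an estimated correlation). A01410 of this list had a log2 fold change of -5.27 in fructose and -2.05 in glucose, with an interaction of -3.23 (adjusted p = 0.0067 from limma), and was singled out after its values were seen.

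Across 9978 genes tested in both, the fold changes of the 2 carbon sources, which share no library, correlated at r = 0.59, although genes are not independent replicates. Of the 715 genes past the study's threshold in glucose and tested in fructose, 659 (92.2%) had the same sign there. Genes higher at Cd-6 in both numbered 543, against 173 for independent lists, and genes lower in both 628, against 192. Opposite calls numbered 12 and 36, against 167 and 198. The largest rises at Cd-6 in fructose were those of A02917 (log2 fold change 6.50) and A02330 (6.40), and the largest falls those of A07185 (-9.26) and A00533 (-6.99), which Table S3 lists under carbon metabolism.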
